# Disruption of the novel nested gene *Aff3ir* mediates disturbed flow-induced atherosclerosis in mice

**DOI:** 10.7554/eLife.103413

**Published:** 2025-05-02

**Authors:** Shuo He, Lei Huang, Zhuozheng Chen, Ze Yuan, Yue Zhao, Lingfang Zeng, Yi Zhu, Jinlong He

**Keywords:** shear stress, endothelial cell activation, atherosclerosis, nested gene, IRF5, human, Mouse

## Abstract

Disturbed shear stress-induced endothelial atherogenic responses are pivotal in the initiation and progression of atherosclerosis, contributing to the uneven distribution of atherosclerotic lesions. This study investigates the role of *Aff3ir-ORF2*, a novel nested gene variant, in disturbed flow-induced endothelial cell activation and atherosclerosis. We demonstrate that disturbed shear stress significantly reduces *Aff3ir-ORF2* expression in athero-prone regions. Using three distinct mouse models with manipulated *Aff3ir-ORF2* expression, we demonstrate that *Aff3ir-ORF2* exerts potent anti-inflammatory and anti-atherosclerotic effects in *Apoe^-/-^* mice. RNA sequencing revealed that interferon regulatory factor 5 (*Irf5*), a key regulator of inflammatory processes, mediates inflammatory responses associated with *Aff3ir-ORF2* deficiency. *Aff3ir-ORF2* interacts with *Irf5*, promoting its retention in the cytoplasm, thereby inhibiting the *Irf5*-dependent inflammatory pathways. Notably, *Irf5* knockdown in *Aff3ir-ORF2* deficient mice almost completely rescues the aggravated atherosclerotic phenotype. Moreover, endothelial-specific *Aff3ir-ORF2* supplementation using the CRISPR/Cas9 system significantly ameliorated endothelial activation and atherosclerosis. These findings elucidate a novel role for *Aff3ir-ORF2* in mitigating endothelial inflammation and atherosclerosis by acting as an inhibitor of *Irf5*, highlighting its potential as a valuable therapeutic approach for treating atherosclerosis.

## Introduction

Atherosclerosis, characterized by the formation of fibrofatty lesions in the arterial wall, is a leading cause of morbidity and mortality worldwide, contributing to most myocardial infarctions and many strokes (Herrington et al., 2016; Libby et al., 2019). The activation of vascular endothelial cells (ECs), induced by various chemical and mechanical stimuli, such as lipopolysaccharide and shear stress, is an initial step in the development of atherosclerosis (Davignon and Ganz, 2004). Consequently, atherosclerotic lesions preferentially develop at the branches and curvatures of the arterial tree, where blood flow is disturbed (Davis et al., 2023). For decades, researchers have been interested in exploring the mechanisms underlying mechanotransduction during endothelial activation caused by disturbed flow (Davis et al., 2023). Several mechanosensitive proteins, such as Yap/Taz (Li et al., 2019), Annexin A2 (Zhang et al., 2020), Bmp4 (Sorescu et al., 2004), and Nad(p)h oxidase (Hwang et al., 2003; Jo et al., 2006), have been identified as key regulators of disturbed shear stress in ECs and have been implicated in the progression of atherosclerosis. Emerging evidence has revealed that pharmacological or genetic inhibition of endothelial *Yap* activation ameliorates the progression of atherosclerotic plaques in mice (Li et al., 2019; Wang et al., 2016; Yang et al., 2021), indicating that targeting disturbed flow-induced endothelial activation could be a promising therapeutic strategy for atherosclerosis. However, the precise mechanisms by which the disturbed flow exerts detrimental effects remain unclear.

The interferon regulatory factor (IRF) family of transcription factors, comprising nine members (*Irf1-Irf9*) in mammals, is primarily characterized by its role in mediating antiviral responses and type I interferon production (Sato et al., 2001). Although these members share a conserved DNA-binding domain in their N-terminal region that recognizes similar DNA sequences, *Irf5* plays a central role in inflammation (Almuttaqi and Udalova, 2019; Takaoka et al., 2005). *Irf5* mediates the production of proinflammatory cytokines, including *Il12b* and *Il23a*, and promotes the expression of inflammatory genes (Cai et al., 2017; Saliba et al., 2014; Weiss et al., 2013). It promotes inflammatory responses in various immune cells, including macrophages (Seneviratne et al., 2017), neutrophils (Weiss et al., 2015), and B cells (Savitsky et al., 2010). Global or myeloid-specific knockouts of *Irf5* have been shown to exert anti-atherosclerotic effects (Leipner et al., 2021; Seneviratne et al., 2017). Despite the established importance of *Irf5* in immune cells, its restrictively regulatory mechanism and role in shear stress-induced endothelial activation remain unknown.

We recently reported that a novel protein-coding nested gene, *Aff3ir*, contributes to endothelial maintenance by promoting the differentiation of vascular stem/progenitor cells (SPCs) into ECs (Zhao et al., 2025). *Aff3ir-ORF2*, encoded by the *Aff3ir* transcript variant 2, is predominantly expressed in the EC layer of the mouse aorta (Zhao et al., 2025). Notably, our recent study indicated that the overexpression of *Aff3ir-ORF2* could enhance laminar flow-induced mRNA levels of essential EC markers in SPCs (Zhao et al., 2025), suggesting that *Aff3ir-ORF2* may be a novel mechanotransduction protein in ECs. However, the regulation of *Aff3ir-ORF2* under disturbed flow and its role in atherosclerosis remain unclear.

In this study, we aimed to elucidate the mechanism by which disturbed blood flow induces endothelial activation and atherosclerosis. Our study showed that disrupted *Aff3ir-ORF2* expression in athero-prone regions led to inflammatory responses and development of atherosclerosis. *Aff3ir-ORF2*, the expression of which is reduced by disturbed shear stress, exerts critical anti-inflammatory effects by binding to *Irf5* and mitigating disturbed shear stress-induced *Irf5* activation. Additionally, we demonstrated that endothelial-specific supplementation with *Aff3ir-ORF2* significantly ameliorated disturbed flow-induced endothelial activation and the development of atherosclerotic plaques, highlighting its promising therapeutic potential for the treatment of atherosclerosis.

## Results

### Disturbed shear stress reduces the expression of *Aff3ir-ORF2*

Our recent study showed the active participation of *Aff3ir* in EC differentiation from vascular SPCs induced by laminar shear stress (Zhao et al., 2025), suggesting the potential involvement of this novel protein-encoding nested gene in mediating hemodynamic stimulation. To further elucidate the functional role of *Aff3ir* and its encoded proteins in disturbed shear stress-induced EC activation, we examined the expression of *Aff3* and *Aff3ir* in the intima of mouse aorta. We found that the mRNA level of *Aff3ir*, but not its parent gene *Aff3*, was significantly lower in the intima of the aortic arch, an area exposed to disturbed shear stress, compared to the intima of the thoracic aorta, which was exposed to steady unidirectional shear stress (Li et al., 2019; Figure 1A). *Aff3ir* transcript variants can generate two proteins (Zhao et al., 2025), therefore, we measured the protein levels of *Aff3ir-ORF1* and *Aff3ir-ORF2*. While *Aff3ir-ORF1* and *Aff3* showed comparable expression levels in the intima of aortic arch and thoracic aorta of mice, the expression of *Aff3ir-ORF2* showed an 87% reduction in the intima of aortic arch compared to the intima of thoracic aorta (Figure 1B and C), suggesting that *Aff3ir-ORF2* may be a novel mechanosensitive protein that responds to disturbed shear stress. Enface immunofluorescence staining confirmed a marked reduction in *Aff3ir-ORF2* expression in the inner curvature of aortic arch compared to both the outer curvature of aortic arch and the thoracic aorta (Figure 1D and E). Moreover, to demonstrate the change in *Aff3ir-ORF2* within the same visual field, we examined its expression in longitudinal sections of the mouse aorta (Li et al., 2019). We found that the expression of *Aff3ir-ORF2*, but not *Aff3*, was notably downregulated in athero-prone regions (the inner curvature of the aortic arch and bifurcation of the carotid artery) compared to that in the protective region in the outer curvature of the aortic arch (Figure 1F). Additionally, we found that the expression of *Aff3*, *Aff3ir-ORF1*, and *Aff3ir-ORF2* in the media and adventitia was comparable between the aortic arch and the thoracic aorta (Figure 1—figure supplement 1A, B).

**Figure 1.**
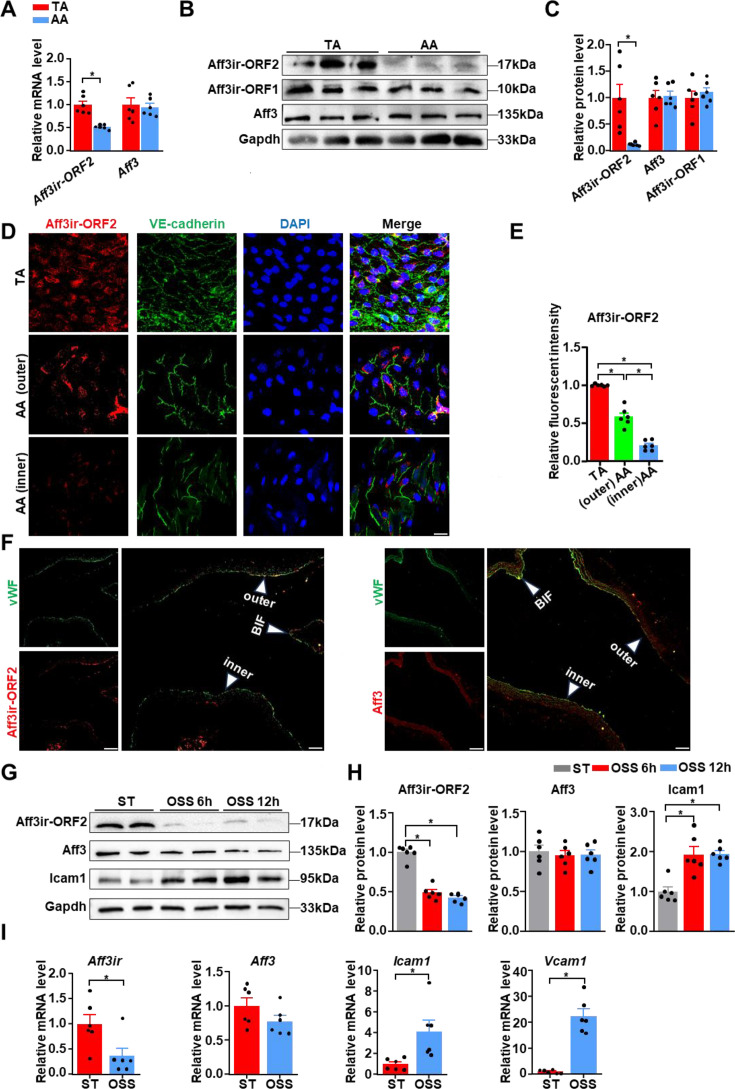
Disturbed shear stress reduces the expression of Aff3ir-ORF2 in vivo and in vitro. (**A**) RT-PCR analysis of the mRNA levels of *Aff3ir-ORF2* and AF4/FMR2 family member 3 (*Aff3*) in the intima of thoracic aorta (TA) and aortic arch (AA) of C57BL/6 mice. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**B, C**) Western blot analysis of the expression of the indicated proteins in the intima of TA and AA of C57BL/6 mice. Protein levels were normalized to those of *Gapdh*, and the relative expression values were compared to those of the TA group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**D, E**) En-face immunofluorescence staining of *Aff3ir-ORF2*, VE-cadherin, and DAPI, and quantification of *Aff3ir-ORF2* expression in inner curvature of the AA (AA inner), outer curvature of the AA (AA outer), and TA of C57BL/6 mice. Scale bar, 20 μm. The immunofluorescence intensity of *Aff3ir-ORF2* was normalized to that of DAPI, and the relative expression values were compared to that of the TA group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, one-way ANOVA with Tukey post-test. (**F**) Representative immunofluorescent staining for von Willebrand factor (vWF), *Aff3ir-ORF2*, and *Aff3* in longitudinal aortic sections of C57BL/6 mice. n=6 mice per group. Scale bar, 25 μm. Inner, inner curvature of the AA; outer, outer curvature of the AA; BIF, Bifurcation. (**G, H**) Mouse embryonic fibroblasts (MEFs) isolated from the embryo of C57BL/6 mice were subjected to static (ST) or oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) for indicated time. Western blot analysis of the indicated proteins. Protein levels were normalized to *Gapdh* and the relative expression values were compared to that of the ST group. Data are mean ± SEM (n=6 independent experiments). *p<0.05, one-way ANOVA with Tukey post-test. (**I**) MEFs were subjected to ST or oscillatory shear stress (OSS) treatment for 6 hr. RT-PCR analysis of the mRNA levels of *Aff3ir*, *Aff3,* intercellular adhesion molecule 1 (*Icam1*), and vascular cell adhesion molecule 1 (*Vcam1*) in MEFs. Data are mean ± SEM (n=6 independent experiments). *p<0.05, unpaired two-tailed *t*-test. Figure 1—source data 1.The table summarizes the data in the statistical graph for Figure 1A, C, E, H and I. Figure 1—source data 2.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 1B. Figure 1—source data 3.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 1B. Figure 1—source data 4.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 1G. Figure 1—source data 5.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 1G.

**Figure 1—figure supplement 1.**
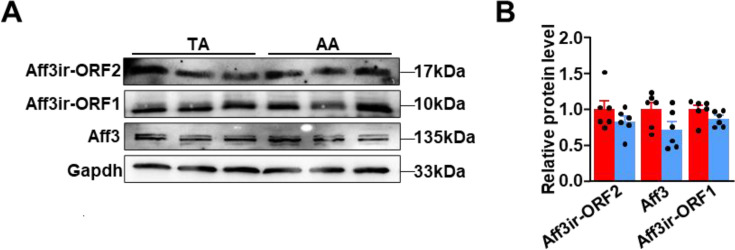
Disturbed shear stress does not reduce the expression of A3ir-ORF2 in the media and adventitia. (**A–B**) Media and adventitia of aortas were isolated from the C57BL/6 mice. Western blot analysis of the expression of the indicated proteins in the media and adventitia of TA (thoracic aorta) and AA (aortic arch). Protein levels were normalized to *Gapdh*, and the relative expression values were compared to the TA group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 1—figure supplement 1—source data 1.The table summarizes the data in the statistical graph for Figure 1—figure supplement 1B. Figure 1—figure supplement 1—source data 2.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 1—figure supplement 1A. Figure 1—figure supplement 1—source data 3.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 1—figure supplement 1A.

Next, we explored the impact of disturbed shear stress on *Aff3ir-ORF2* expression in vitro. Mouse embryonic fibroblasts (MEFs) exhibit responses consistent with those of ECs (Chen et al., 2010; Wen et al., 2013), therefore, we investigated *Aff3ir-ORF2* expression in MEFs from WT mice exposed to static or disturbed flow (0.5±4 dyn/cm^2^, 1 Hz). Consistent with our in vivo findings, while disturbed shear stress increased the expression of *Vcam1*, a critical inflammatory marker of ECs (Nakashima et al., 1998), it significantly reduced both the protein and mRNA levels of *Aff3ir-ORF2* (Figure 1G–I). The expression of *Aff3* in response to the disturbed flow was minimally affected at both the mRNA and protein levels (Figure 1G–I). These results collectively demonstrate that disturbed shear stress induces a reduction in *Aff3ir-ORF2* expression both in vivo and in vitro.

### *Aff3ir-ORF2* ameliorates disturbed shear stress-induced inflammation and atherosclerosis

Disturbed shear stress-induced atherogenic responses are initial events in atherosclerotic plaque formation (Davis et al., 2023). To elucidate the regulatory role of *Aff3ir-ORF2* in disturbed shear stress-induced inflammation, we overexpressed *Aff3ir-ORF2* in MEFs. *Aff3ir-ORF2* overexpression attenuated *Icam1* expression induced by disturbed shear stress at both the protein and mRNA levels (Figure 2A, B, Figure 2—figure supplement 1A). To further validate our findings in ECs, we overexpressed *Aff3ir-ORF2* in human umbilical vein endothelial cells (HUVECs). Consistent with our previous results, *Aff3ir-ORF2* overexpression reduced the protein level of *Icam1* induced by disturbed shear stress in HUVECs (Figure 2C–D). Moreover, *Aff3ir-ORF2* overexpression attenuated disturbed shear stress-induced expression of several inflammatory genes, including *Vcam1*, *Il6*, and *Il1b*, in both MEFs and ECs. (Figure 2—figure supplement 1A–B). Interestingly, we found that *Aff3ir-ORF2* overexpression did not affect the basal expression of these inflammatory genes under ST conditions (Figure 2—figure supplement 1A–B), likely due to the relatively low levels of inflammatory gene expression under ST compared to OSS conditions. Notably, despite the significant anti-inflammatory effects of *Aff3ir-ORF2*, the sequence of this gene is not conserved in *Homo sapiens*. Furthermore, we measured the concentrations of inflammatory factors, including *Il6* and *Il1b*, in the culture medium of MEFs. As expected, while *Aff3ir-ORF2* overexpression had little effect on the concentrations of *Il6* and *Il1b* under ST condition, it significantly reduced their release induced by disturbed shear stress (Figure 2E).

**Figure 2.**
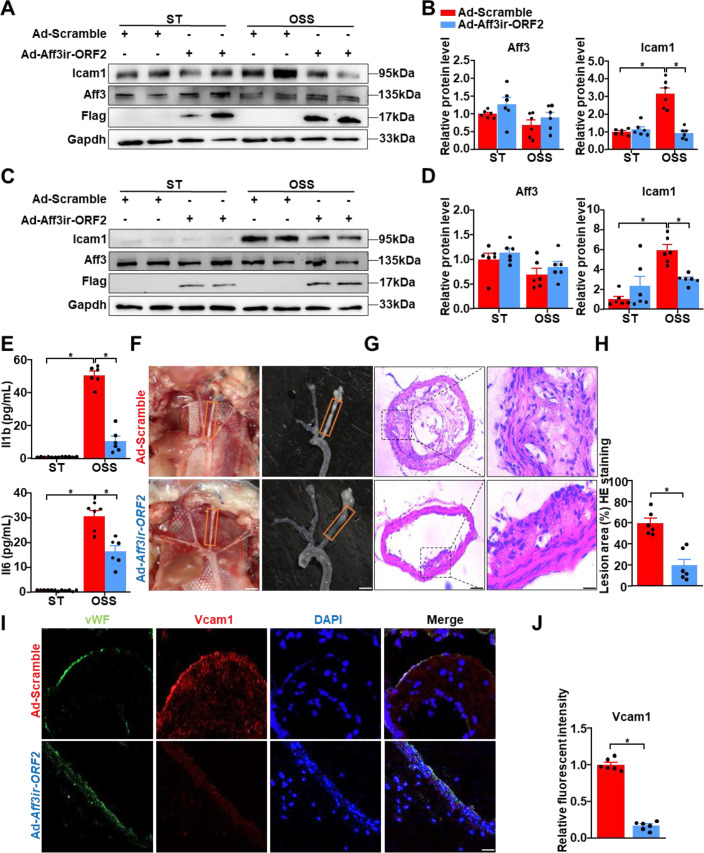
*Aff3ir-ORF2* overexpression alleviates disturbed flow-induced inflammation and atherosclerosis. (**A–B**) Mouse embryonic fibroblasts (MEFs) isolated from C57BL/6 mice were infected with indicated adenoviruses (Ad-Scramble or Ad-*Aff3ir-ORF2*) for 48 h and then exposed to static (ST) or oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) for another 6 hr. Western blot analysis of the indicated proteins and quantification of their relative expression levels are shown. The protein levels were normalized to *Gapdh* and the relative expression values were compared to MEFs infected with Ad-Scramble and treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**C–D**) Human umbilical vein endothelial cells (HUVECs) were infected with Ad-Scramble or Ad-*Aff3ir-ORF2* for 48 h and then exposed to ST or OSS for an additional 6 hr. Western blot analysis of the indicated proteins and quantification of their relative expression levels are shown. The protein levels were normalized to *Gapdh* and the relative expression values were compared to HUVECs infected with Ad-Scramble and treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**E**) MEFs were infected with Ad-Scramble or Ad-*Aff3ir-ORF2* for 48 h and then exposed to ST or OSS for another 6 hr. The concentration of *Il6* and *Il1b* in cell culture medium were detected with ELISA. The relative cytokine levels are relative to MEFs infected with Ad-Scramble and treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**F–J**) Eight-wk-old male *Apoe^−/−^* mice were subjected to partial ligation of the carotid artery along with 10 μL of adenovirus suspension at 1×10^8^ transducing units (TU)/mL was instilled into the left carotid artery (LCA). The mice were then fed high-fat diet for 4 wk. (**F**) Arterial tissues were isolated to examine the atherosclerotic lesions. Scale bar, 2 mm. (**G, H**) LCAs were sectioned for hematoxylin and eosin staining. Quantification of the lesion area in LCAs was shown. Scale bar, 25 μm. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**I**, **J**) Immunofluorescence staining for vWF, *Vcam1*, and DAPI in the LCAs, and quantification of the relative fluorescent intensity of *Vcam1*. The immunofluorescence intensity of *Vcam1* was normalized to DAPI, and the relative expression values were compared to that of the Ad-Scramble group. Scale bar, 50 μm. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 2—source data 1.The table summarizes the data in the statistical graph for Figure 2B, D, E, H and J. Figure 2—source data 2.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 2A. Figure 2—source data 3.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 2A. Figure 2—source data 4.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 2C. Figure 2—source data 5.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 2C.

**Figure 2—figure supplement 1.**
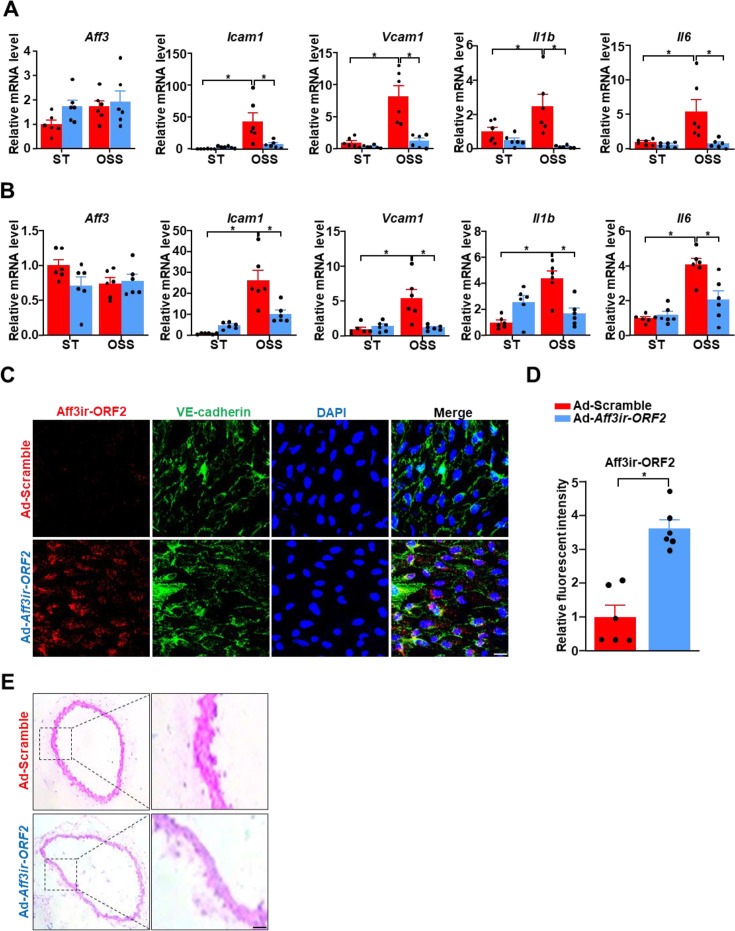
*Aff3ir-ORF2* overexpression alleviates disturbed flow-induced inflammation in endothelial cells (ECs). (**A**) Mouse embryonic fibroblasts (MEFs) isolated from C57BL/6 mice were infected with indicated adenoviruses (Ad-Scramble or Ad-*Aff3ir-ORF2*) for 48 hr and then exposed to static (ST) or oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) for another 6 hr. RT-PCR analysis of mRNA levels of *Aff3*, *Vcam1*, *Icam1*, interleukin-6 (*Il6*), and interleukin-1 beta (*Il1b*). The relative expression values were compared to MEFs infected with Ad-Scramble and treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**B**) Human umbilical vein endothelial cells (HUVECs) were infected with Ad-Scramble or Ad-*Aff3ir-ORF2* for 48 hr and then exposed to ST or OSS for another 6 hr. RT-PCR analysis of mRNA levels of *Aff3*, *Vcam1*, *Icam1*, *Il6*, and *Il1b*. The relative expression values were compared to HUVECs infected with Ad-Scramble and treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**C–D**) Enface immunofluorescence staining of *Aff3ir-ORF2*, VE-cadherin, and DAPI and quantification of *Aff3ir-ORF2* expression. Scale bar, 20 μm. The immunofluorescence intensity of *Aff3ir-ORF2* was normalized to DAPI and the relative expression values were compared to that of the Ad-Scramble group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**E**), Eight-wk-old male *Apoe^−/−^* mice were subjected to partial ligation of the carotid artery along with 10 μL of adenovirus suspension at 1×10^8^ transducing units (TU)/mL was instilled into the left carotid arteries. The mice were then fed high-fat diet for 4 wk. Right carotid arteries were sectioned for hematoxylin and eosin staining. Figure 2—figure supplement 1—source data 1.The table summarizes the data in the statistical graph for Figure 2—figure supplement 1A, B and D.

Given the anti-inflammatory effects of *Aff3ir-ORF2*, we speculated that it may ameliorate disturbed shear stress-induced inflammation and atherosclerosis in vivo. Apoe knockout (*Apoe^-/-^*) mice were subjected to partial ligation surgery to induce disturbed flow in the left carotid arteries (LCAs). The endothelium of the LCAs was intravascularly infected with adenovirus (Ad-Scramble or Ad-*Aff3ir-ORF2*) prior to surgery (Nam et al., 2009; Zhang et al., 2020). Enface immunofluorescence staining confirmed the successful *Aff3ir-ORF2* overexpression in the left carotid artery (Figure 2—figure supplement 1C–D). Mice infected with Ad-*Aff3ir-ORF2* exhibited a significant decrease in lesion area in the LCAs compared to those infected with Ad-Scramble (23 ± 17% vs 63 ± 14%) (Figure 2F–H), with no obvious plaque formation observed in the right carotid arteries (Figure 2—figure supplement 1E). Overexpression of *Aff3ir-ORF2* also attenuated disturbed flow-induced inflammatory responses, as evidenced by decreased *Vcam1* expression in the endothelium of LCAs (Figure 2I–J). These findings suggested that *Aff3ir-ORF2* ameliorates shear stress-induced inflammation and atherosclerosis.

### *Aff3ir-ORF2* deficiency aggravates inflammation and atherosclerotic lesions in *Apoe^-/-^* mice

To explore the effects of *Aff3ir-ORF2* on inflammation and atherosclerosis, we generated *Aff3ir-ORF2* global knockout (*Aff3ir-ORF2^-/-^*) mice. Genotyping PCR (Figure 3—figure supplement 1A) and western blot analysis of *Aff3ir-ORF2* expression in mouse aortas (Figure 3—figure supplement 1B–C) confirmed the successful knockout. No obvious phenotypic abnormalities were observed in *Aff3ir-ORF2^-/-^* mice up to 20 wk of age and monitoring was discontinued thereafter. Additionally, *Aff3ir-ORF2* deficiency did not alter systolic blood pressure, diastolic blood pressure, or mean arterial pressure (Figure 3—figure supplement 1D), suggesting that *Aff3ir-ORF2* is dispensable for physiological blood pressure maintenance. We then isolated MEFs from WT and *Aff3ir-ORF2^-/-^* mice. RT-PCR analysis confirmed the deficiency of *Aff3ir-ORF2* in *Aff3ir-ORF2^-/-^* MEFs (Figure 3—figure supplement 1E). Interestingly, the *Aff3ir-ORF2* knockdown efficiency showed discrepancies between the western blot (Figure 3—figure supplement 1B) and RT-PCR results (Figure 3—figure supplement 1E). In addition to the technical differences between PCR and western blot, the characteristics of *Aff3ir-ORF2* may also contribute to this inconsistency. The parent gene, *Aff3*, is located in a genetically variable region, and it can be excised via intron 5 to form a replicable transposon that translocates to other chromosomes, potentially contributing to leukemia (Chinen et al., 2008; Hiwatari et al., 2003; Miller et al., 2022; Bergh et al., 2002). *Aff3ir*, located in intron 6, exists within this transposon, which may complicate the measurement of its expression. Furthermore, we found that *Aff3ir-ORF2* deficient MEFs displayed higher expression of inflammatory genes, including *Icam1, Vcam1,* and *Il1b*, compared to those in WT MEFs, under disturbed flow stimulation (Figure 3—figure supplement 1F).

Next, we crossed *Aff3ir-ORF2^-/-^* mice with *Apoe^-/-^* mice to generate double-knockout (*Apoe^-/-^Aff3ir-ORF2^-/-^*) mice. Eight-wk-old *Apoe^-/-^* and *Apoe^-/-^Aff3ir-ORF2^-/-^* mice were fed a high-fat diet for 12 wk to induce atherosclerosis (Figure 3A). *En face* Oil-Red O staining indicated that *Aff3ir-ORF2* deficiency accelerated the development of atherosclerosis in the entire aorta, AA, and TA. (Figure 3B and C). Furthermore, *Aff3ir-ORF2* deletion increased the lesion area and lipid deposition in the aortic roots of *Apoe^-/-^* mice without altering the collagen fiber content (Figure 3D and E). Similar results were observed in distributing arteries (LCAs) (Figure 3F and G). Given that the expression of adhesion proteins, such as *Vcam1* in ECs is crucial for monocyte infiltration into plaques (Kobiyama and Ley, 2018), we assessed *Vcam1* expression in the aortic roots of these mice. We found that *Aff3ir-ORF2* deletion increased *Vcam1* expression in the aortic roots of *Apoe^-/-^* mice (Figure 3H, I), indicating that the atherogenic effects of *Aff3ir-ORF2* deletion may result from endothelial inflammation. Additionally, there were no significant differences between the two groups in body weight or triglyceride, total cholesterol, LDL cholesterol, and HDL cholesterol levels (Figure 3—figure supplement 2A, B), indicating that the atherogenic effect of *Aff3ir-ORF2* silencing is unlikely to be related to lipid metabolism. Taken together, these results indicate that *Aff3ir-ORF2* deficiency aggravates inflammation and atherosclerotic lesions in mice.

**Figure 3.**
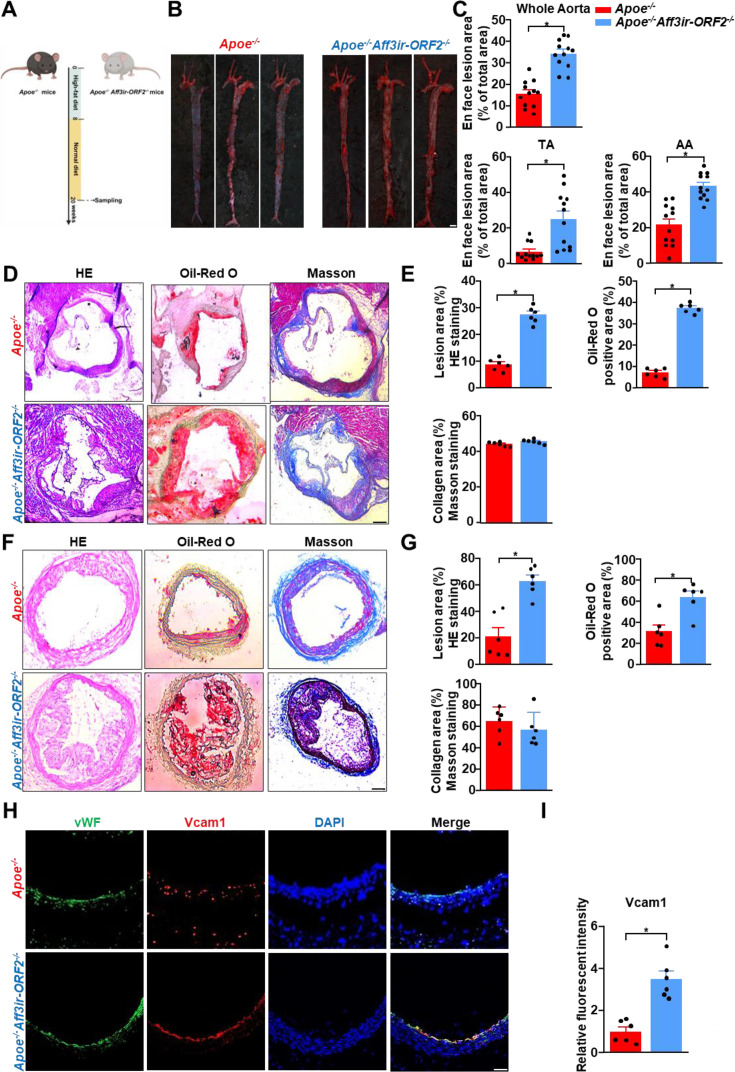
*Aff3ir-ORF2* deletion aggravates inflammation and atherosclerotic lesions in *Apoe^-/-^* mice. Eight-wk-old male *Apoe^-/-^* and *Apoe^-/-^Aff3ir-ORF2^-/-^* mice were fed a high-fat diet for 12 wk. Arterial tissues and aortic roots were isolated to examine atherosclerotic lesions. (**A**) Schematic of experimental strategy. (**B**) Representative images of en face Oil-Red O staining of the aortas. Scale bar, 4 mm. (**C**) Quantification of the plaque area in the whole aorta, aortic arch (AA), and thoracic aorta (TA). Data are presented as mean ± SEM (n=12 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**D**) Oil-Red O, hematoxylin and eosin (HE), and Masson staining of the aortic roots. Scale bars, 500 μm. (**E**) Quantification of plaque size, Oil-Red O-positive area, and collagen fiber content in aortic root sections. Data are presented as mean ± SEM (n=6 mice per group). *p0.05, unpaired two-tailed *t*-test. (**F**), left carotid arteries (LCAs) were sectioned and stained with Oil-Red O, HE, and Masson’s trichrome. Scale bars, 500 μm. (**G**) Quantification of plaque size, Oil-Red O-positive area, and collagen fiber content in the LCA sections. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**H**) Representative immunofluorescence images of vWF, *Vcam1*, and DAPI in the aortic roots. Scale bar, 500 μm. (**I**), Quantification of the relative fluorescence intensity of *Vcam1*. The immunofluorescence intensity of *Vcam1* was normalized to that of DAPI, and the relative expression values were compared to that of the *Apoe^-/-^* group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 3—source data 1.The table summarizes the data in the statistical graph for Figure 3A, E, G and I.

**Figure 3—figure supplement 1.**
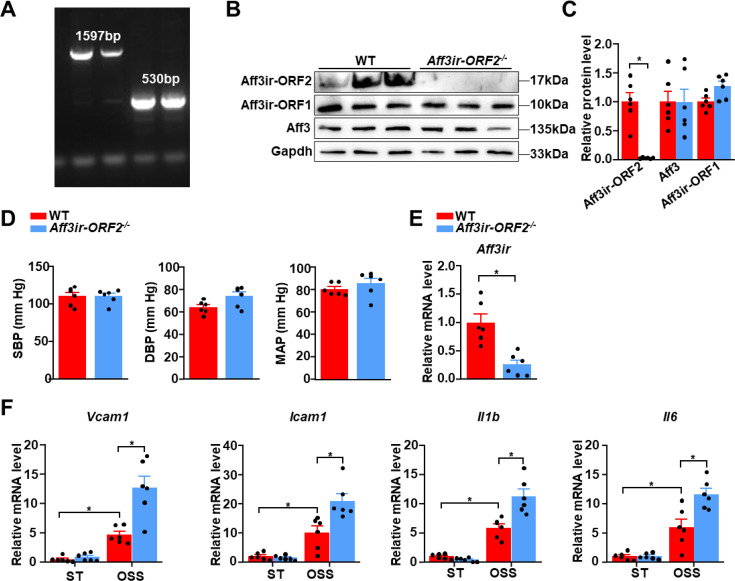
*Aff3ir-ORF2* is dispensable for physiological blood pressure maintenance. (**A**) Genetic typing of the *Aff3ir-ORF2* mice by the PCR-RFLP assay. Lanes 1–2: Wild-type (1597 bp); Lanes 3–4: *Aff3ir-ORF2^-/-^* (530 bp). (**B–C**) Western blot analysis of the expression of the indicated proteins in the intima of WT and *Aff3ir-ORF2^-/-^* mice. Protein levels were normalized to *Gapdh*, and relative expression values were compared to the WT group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**D**) Quantification of systolic blood pressure (SBP), diastolic blood pressure (DBP), and mean artery pressure (MAP) in 8-wk-old male wild-type (WT) and *Aff3ir-ORF2^-/-^* mice. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**E**) Mouse embryonic fibroblasts (MEFs) isolated from WT and *Aff3ir-ORF2^-/-^* mice, and RT-PCR analysis of the mRNA levels of *Aff3ir-ORF2*. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**F**) MEFs isolated from WT and *Aff3ir-ORF2^-/-^* mice were exposed to static (ST) or oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) for 6 h. RT-PCR analysis of the mRNA levels of *Aff3ir-ORF2*, *Icam1*, and *Vcam1*, *Il6*, and *Il1b*. The relative expression values were compared to that of WT MEFs treated with ST. Data are presented as mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. Figure 3—figure supplement 1—source data 1.The table summarizes the data in the statistical graph for Figure 3—figure supplement 1C, D, E and F. Figure 3—figure supplement 1—source data 2.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 3—figure supplement 1B. Figure 3—figure supplement 1—source data 3.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 3—figure supplement 1B. Figure 3—figure supplement 1—source data 4.The original file of the full raw uncropped, unedited agarose gels for Figure 3—figure supplement 1A. Figure 3—figure supplement 1—source data 5.Figures with the uncropped agarose gels with the relevant bands clearly labeled for Figure 3—figure supplement 1A.

**Figure 3—figure supplement 2.**
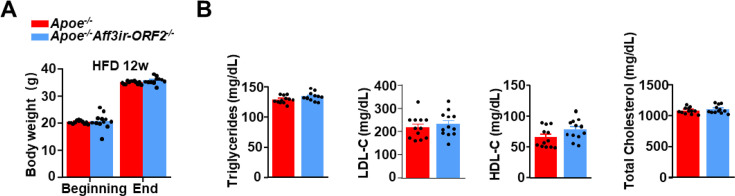
*Aff3ir-ORF2* is dispensable for lipid metabolism maintenance. Eight-wk-old male *Apoe^-/-^* and *Apoe^-/-^ORF2^-/-^* mice were fed a high-fat diet (HFD) for 12 wk. (**A**) Quantification of body weight at the beginning and end of the experiment. Data are presented as mean ± SEM (n=12 mice per group). *p<0.05, two-way ANOVA with Tukey post-test. (**B**) Quantification of plasma levels of triglycerides, total cholesterol, low-density lipoprotein cholesterol (LDL-C), and high-density lipoprotein cholesterol (HDL-C). Data are presented as mean ± SEM (n=12 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 3—figure supplement 2—source data 1.The table summarizes the data in the statistical graph for Figure 3—figure supplement 2A, B.

### *Aff3ir-ORF2* mitigates disturbed shear stress-induced inflammation by interacting with *Irf5* and retaining it within the cytosol

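RNA from mouse embryonic fibroblasts (MEFs), connective tissue cells grown from embryos, of WT and *Aff3ir-ORF2-/-* mice was sequenced, with 3 libraries of each genotype. By the methods of the paper, paired-end reads from a DNBSEQ instrument were filtered with SOAPnuke. The authors deposited an estimated read count for each gene in each library, without normalization, for 17092 genes named by NCBI Gene ID and symbol. The paper's text does not name the aligner, the counting tool or the genome build behind these counts, so no coordinates are given. Between 10.6% and 11.3% of the values of a library were not whole numbers, and all values were rounded to whole counts first. The total count was 17435133, 17726034 and 17673414 in WT replicates 1, 2 and 3, and 18215918, 18252330 and 18209421 in *Aff3ir-ORF2-/-* replicates 1, 2 and 3. The libraries were scaled by edgeR's TMM method, with factors from 0.989 to 1.02. Genes with too few counts were left out by edgeR's filterByExpr, which kept 13075 genes. The genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds were an adjusted p of 0.05 and the 1.5-fold change that the paper's text gives as its criterion. The standard error of a log2 fold change was taken as its size over the square root of the test's F value. A gene at 3 counts or fewer in every library of a genotype was treated as being at the detection floor, which is 0.172 CPM (counts scaled to the library total) in the smallest library. The nested gene *Aff3ir* was not analysed here, so the targeted transcript could not be used to check the genotype of a library. *Aff3* (gene ID 16764), the parent gene, was counted 406, 406 and 418 times in the WT libraries and 229, 186 and 209 times in the *Aff3ir-ORF2-/-* libraries. Its log2 fold change was -1.06 (standard error 0.09, adjusted p = 1.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count of *Aff3* is uncertain, because it is not known how the counting treated reads shared with a nested gene.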

To explore the mechanism by which *Aff3ir-ORF2* mitigates atherogenesis, we performed RNA sequencing (RNA-seq) on MEFs from WT and *Aff3ir-ORF2^-/-^* mice. Expression of all differentially expressed genes in the Supplementary file 3. 

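Principal components were computed from log2 CPM of the tested genes, with a prior count of 2, centred and not scaled. The first component carried 87.5% of the variance and the second 4.79%. WT replicates 1, 2 and 3 lay at -49.8, -49.4 and -48.9 on the first component, a mean of -49.4 ± 0.455 (SD, n = 3). *Aff3ir-ORF2-/-* replicates 1, 2 and 3 lay at 42.2, 53.1 and 52.7, a mean of 49.4 ± 6.18 (SD, n = 3). The difference between the genotypes on this component was larger than the spread within either. An exact permutation test gave a two-sided p = 0.1, the smallest p that 3 libraries against 3 allow. Any full separation of the genotypes gives this p, and the component was computed from the same libraries. The p therefore does not measure the spread. With each gene scaled to unit variance, the share of the first component was 62.8%, the largest move among the alternatives tried. On the second component the WT libraries lay between -0.774 and 1.79, while the *Aff3ir-ORF2-/-* libraries lay at -8.81, 22.5 and -14.7. The common biological coefficient of variation, the replicate spread beyond counting noise, was 0.0184 among the WT libraries and 0.0998 among the *Aff3ir-ORF2-/-* libraries, a ratio of 5.41. *Aff3ir-ORF2-/-* replicate 2 set much of this spread, since without it the coefficient was 0.0641 and the ratio 3.48. A chi-square test compared the counts of each pair of libraries over genes with at least 20 counts in the pair. Chi-square over its degrees of freedom, which is near 1 for counting noise alone, was 1.38 to 1.71 for the 3 WT pairs and 5.56 to 18.9 for the 3 *Aff3ir-ORF2-/-* pairs. It was 51.4 to 67.6 for the 9 pairs of unlike genotype. The WT libraries thus differed by more than counting noise, so none was treated as a copy of another. This comparison covers counting error only and does not show whether the libraries came from separate cultures. They were analysed as 3 replicates, as labelled.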

The Principal component analysis plot depicted a clear clustering of WT versus *Aff3ir-ORF2^-/-^* samples (Figure 4A). 

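Of the tested genes, 1851 were higher and 951 were lower in *Aff3ir-ORF2-/-* MEFs at an adjusted p under the threshold and a change of at least 1.5-fold, so that 66.1% of the calls were higher. Without the adjustment, the numbers were 1912 and 980. A 2-fold change in place of 1.5-fold gave 1096 higher and 317 lower genes, and a test against a 1.5-fold change gave 1074 and 410. The normalized counts of the genotypes did not overlap for 1835 of the higher and 945 of the lower genes. They did not overlap for 66.0% of all tested genes, where chance gives 10% with 3 libraries against 3. Among the higher genes, 124 were at the detection floor in every WT library, and among the lower genes 5 were at the floor in every *Aff3ir-ORF2-/-* library, so that their folds are lower bounds. The 5 highest fitted fold changes among genes with an average log2 CPM of at least 1 were all of such genes, with 0 counts in each WT library, and have no order among them. *C1qa* (gene ID 12259) was counted 234, 567 and 479 times in *Aff3ir-ORF2-/-* replicates 1, 2 and 3, at least 133-fold higher than WT (adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *C1qb* was at least 132-fold higher, *Fcrls* at least 56.6-fold, *Tlr8* at least 43.2-fold and *Ms4a6c* at least 27.1-fold. Without *Aff3ir-ORF2-/-* replicate 2, 4 of the 5 no longer passed the threshold (adjusted p of *C1qa* 0.0955, *C1qb* 0.126, *Fcrls* 0.159 and *Ms4a6c* 0.0551), while over the other alternatives the adjusted p of *C1qa* went as low as 1.87e-16. *C1qa* and *C1qb* belong to a list of macrophage genes. All 28 tested genes of that list were higher past both thresholds, with a median log2 fold change of 6.27. Macrophages in the *Aff3ir-ORF2-/-* cultures and expression by the fibroblasts cannot be told apart here. Among genes with an average log2 CPM of at least 1, the 5 with the largest decrease were *Fosb*, *Egr2*, *Egr3*, *Egr1* and *Apol8*, with log2 fold changes of -3.62, -3.57, -3.47, -2.89 and -2.84 and adjusted p values from 6.01e-08 (*Egr2*) to 6.06e-06 (*Apol8*) in the same test. *Egr1* (gene ID 13653) fell from 358 ± 32.5 to 48.3 ± 6.47 CPM (SD, n = 3). *Apol8* belongs to a family of similar genes, and the counting could have split its reads among them.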

We identified 1167 upregulated and 310 downregulated genes in the *Aff3ir-ORF2^-/-^* group, with a criterion of 1.5-fold change and p<0.05 (Figure 4B, Figure 4—figure supplement 1A). All the differentially expressed genes were subjected to bioinformatics enrichment analysis using Gene Ontology (GO) databases. GO analysis showed that these genes were mainly enriched in processes, including leukocyte cell-cell adhesion, regulation of cell−cell adhesion, and leukocyte activation involved in immune response (Figure 4C), which is highly consistent with the phenotypes observed in *Aff3ir-ORF2^-/-^* mice. 

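The GO terms themselves were not analysed here. In their place, a list of 72 leukocyte adhesion and activation genes was written before the data were examined, of which 52 were among the tested genes. Of these, 26 were higher and 4 lower in *Aff3ir-ORF2-/-* MEFs past both thresholds, and 38 had a positive log2 fold change, with a median of 0.56 over the list. An adjusted p under the threshold was reached by 35 genes over all tested genes and by 36 adjusted over the list alone. Of all 13075 tested genes, 7422 reached it at any fold change, so such a count alone does not set a list apart. In WT MEFs, 43 of the listed genes had more than 3 counts in every library. The list was higher as a set by camera with its preset inter-gene correlation of 0.01 (adjusted p = 3.36e-10 over the 14 lists tested) and by fry, a self-contained rotation test (adjusted p = 7.13e-04). With the correlation between genes estimated from the data, the adjusted p of the list was 0.188, and none of the 14 lists passed the threshold. Over the alternatives the adjusted p ranged from 4.29e-14 to 0.188. With at least 10 counts required in every library, the median was 0.27, the largest move among the alternatives. Of the 52 genes, 15 were also in another of the lists, and 6 listed genes were shared with lists of macrophage, T cell, B cell or neutrophil genes. Without the shared genes, the median was 0.35 (camera adjusted p = 2.62e-07). Some members rose from the detection floor. *Vav1* (gene ID 22324) was at 1, 1 and 0 counts in WT and 141, 210 and 241 in *Aff3ir-ORF2-/-* MEFs, at least 61.6-fold higher. *Itgal* was at least 43.7-fold higher. Macrophages in the *Aff3ir-ORF2-/-* cultures could have raised such members, and expression by the fibroblasts could have as well. *Cd80* (gene ID 12519) rose from 1.45 ± 0.0242 to 15.5 ± 1.48 CPM (SD, n = 3), a log2 fold change of 3.41 (standard error 0.13, adjusted p = 2.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 members with the most counts moved little. *Itgb1* had a log2 fold change of 0.33 (standard error 0.05), *Anxa1* of -0.17 (0.08), *Lgals1* of 0.03 (0.05) and *Cd44* of -0.05 (0.13). Of these 4, *Itgb1* alone passed the adjusted p threshold in this fit (adjusted p = 5.13e-04 in the same test). Without *Aff3ir-ORF2-/-* replicate 2, *Cd44* was at 0.094 (adjusted p = 0.0112) and *Anxa1* at -0.07 (adjusted p = 0.0493). *Anxa1* also passed, at -0.17, with limma voom and a quality weight per genotype (adjusted p = 0.0447, range 0.0447 to 0.223 over the alternatives). A list of NF-κB and inflammatory genes had 11 higher and 5 lower among 27 tested genes (median 0.52, camera adjusted p = 0.0134, fry adjusted p = 0.0137), with 21 genes under the adjusted p threshold over all tested genes and 22 adjusted over the list alone. A list of interferon-stimulated genes had 8 higher and 4 lower among 34, with a median of 0.05 and no shift as a set (camera adjusted p = 0.955). Of these, 17 passed the adjusted p threshold over all tested genes and 16 adjusted over the list alone.

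**Figure D1:**
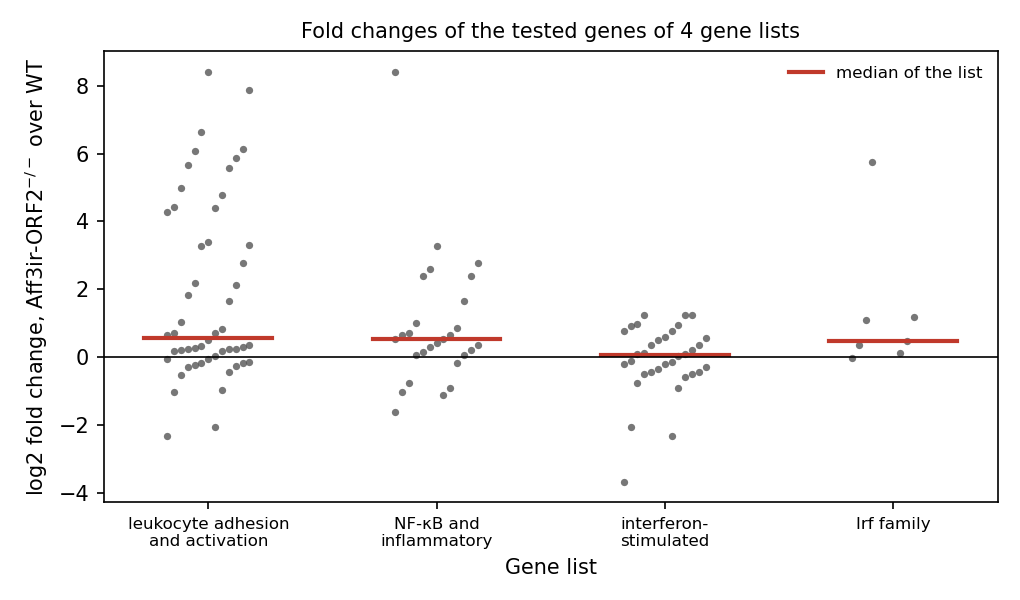
The vertical axis gives the log2 fold change of each tested gene (points), *Aff3ir-ORF2-/-* over WT MEFs, in 4 gene lists along the horizontal axis, and the red lines are the list medians. The leukocyte list reaches above 5 at its upper end while its median is 0.56, the NF-κB list has a median of 0.52, the interferon list 0.05 and the *Irf* family 0.48. Points of genes at the detection floor in WT MEFs are fitted values that depend on the prior count.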

To further investigate the functional features of these differentially expressed genes in the context of the atherosclerotic microenvironment, we mapped the differential gene list onto the atherosclerosis-related gene dataset (Rouillard et al., 2016), resulting in 363 overlapping genes. 

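The atherosclerosis-related gene dataset was not used here, so its overlap with the differentially expressed genes was not computed. Adhesion molecules that the leukocyte and inflammatory lists share were read from the same fit. *Vcam1* (gene ID 22329) was at 2529, 2732 and 2674 counts in WT replicates 1, 2 and 3 and at 4585, 4649 and 4348 in *Aff3ir-ORF2-/-* replicates 1, 2 and 3. In CPM, this was 152 ± 4.52 against 246 ± 7.99 (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.05, adjusted p = 2.74e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Selp* (gene ID 20344) rose from 0.860 ± 0.0918 to 8.41 ± 1.59 CPM (SD, n = 3), a log2 fold change of 3.28 (standard error 0.21, adjusted p = 2.72e-06 in the same test). *Icam1* (gene ID 15894) rose from 3.82 ± 0.0907 to 26.4 ± 4.90, a log2 fold change of 2.79 (standard error 0.16, adjusted p = 2.36e-06). Each of the 3 genes was higher in every *Aff3ir-ORF2-/-* library than in every WT library, and across the alternatives the log2 fold change of *Vcam1* stayed between 0.68 and 0.74 and that of *Icam1* between 2.70 and 2.93. *Sele*, another adhesion molecule of both lists, named after its values were seen, did not rise. It was at 18, 12 and 13 counts in WT and 10, 10 and 20 in *Aff3ir-ORF2-/-* MEFs, a difference within the replicate error (log2 fold change -0.18, standard error 0.37, adjusted p = 0.699 in the same test).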

GO analysis of these genes revealed enrichment in processes related to cell−cell adhesion and leukocyte activation involved in immune response (Figure 4—figure supplement 1B), which is highly consistent with the observed effects of *Aff3ir-ORF2* on *Vcam1* expression.

**Figure 4.**
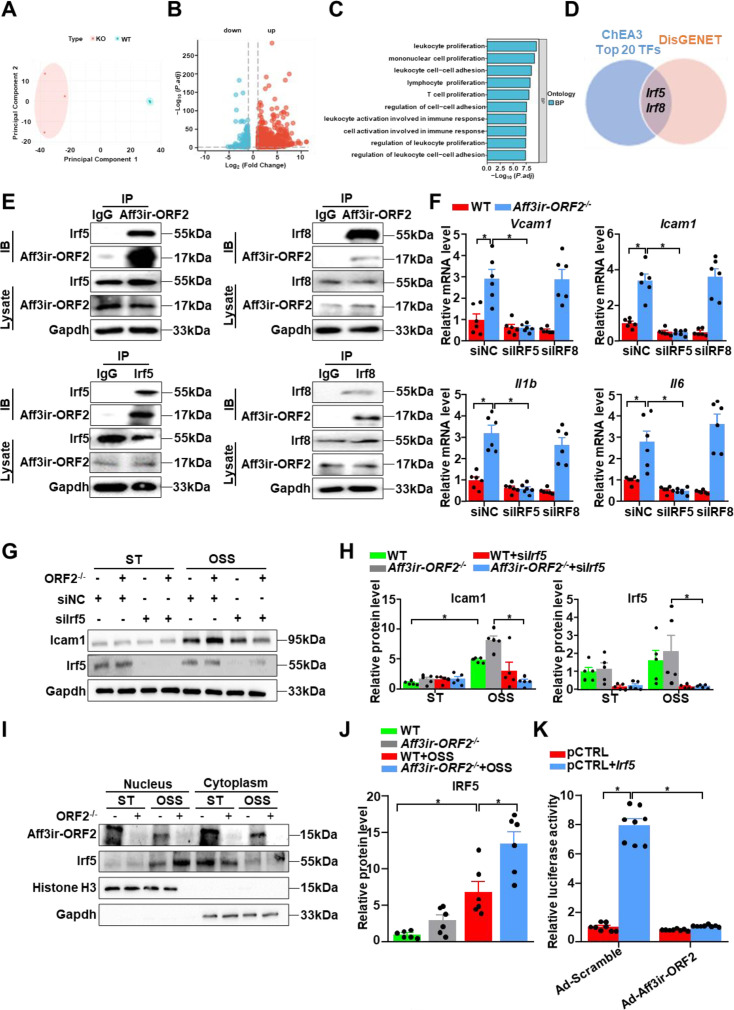
*Aff3ir-ORF2* mitigates disturbed shear stress-induced inflammation by interacting with *Irf5* and retaining it within the cytosol. (**A–D**) Mouse embryonic fibroblasts (MEFs) were isolated from wild-type (WT) and *Aff3ir-ORF2^-/-^* mice. (**A**) Principal component analysis (PCA) analysis of RNA-seq data to visualize sample-to-sample variation. (**B**) Volcano map showing mRNA profiles of WT and *Aff3ir-ORF2^-/-^* MEFs (n=3). (**C**) Gene Ontology enrichment pathway analysis of the differentially expressed genes. (**D**) Venn diagrams of the top 20 transcription factors from the ChEA3 and DisGENET analysis related to atherosclerosis. (**E**) Immunoprecipitation performed using antibodies against *Aff3ir-ORF2*, *Irf5*, and *Irf8*. n=3 independent experiments. (**F–H**), WT and *Aff3ir-ORF2^-/-^* MEFs were subjected to silence of Control (siNC), *Irf5* (si*Irf5*), or *Irf8* (si*Irf8*) with siRNAs for 24 hr, followed by exposure to static (ST) or oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) for another 6 hr. (**F**) RT-PCR analysis of the mRNA levels of *Vcam1*, *Icam1*, *Il6*, and *Il1b*. The relative expression values were compared to WT MEFs transfected with siNC and treated with ST. Data are mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**G–H**), Representative western blots of *Irf5* and *Icam1* expression. Data are mean ± SEM (n=5 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. (**I–J**), WT, and *Aff3ir-ORF2^-/-^* MEFs were exposed to ST or OSS for 6 hr. Nuclear and cytoplasmic proteins were extracted from the cells. Representative western blots of the indicated proteins and quantification of *Irf5* expression in nucleus are shown. The expression of these proteins was relative to the level of nuclear *Irf5* in ST-treated WT MEFs. Data are mean ± SEM (n=6 independent experiments). *p<0.05, one-way ANOVA with Tukey post-test. (**K**) HEK293 cells were transfected with the firefly luciferase reporter plasmid containing the *Irf5*-responsive ZNF217 promoter along with a β-galactosidase reporter plasmid for 24 hr. Cells were infected with the indicated adenoviruses (Ad-Scramble or Ad-*Aff3ir-ORF2*) for 24 h. Promoter activity was measured using luciferase, which was normalized to β-gal. Data are mean ± SEM (n=6 independent experiments). *p<0.05, two-way ANOVA with Tukey post-test. Figure 4—source data 1.The table summarizes the data in the statistical graph for Figure 4F, H, J and K. Figure 4—source data 2.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 4E. Figure 4—source data 3.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 4E. Figure 4—source data 4.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 4G. Figure 4—source data 5.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 4G. Figure 4—source data 6.The original file of the full raw uncropped, unedited polyacrylamide gels for Figure 4I. Figure 4—source data 7.Figures with the uncropped polyacrylamide gels with the relevant bands clearly labeled for Figure 4I.

**Figure 4—figure supplement 1.**
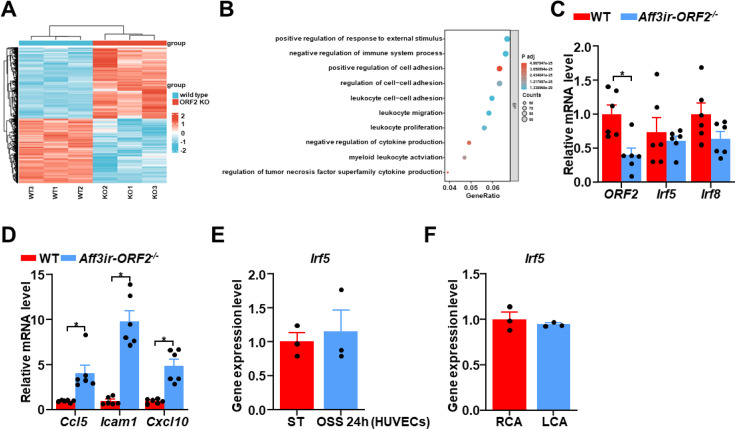
*Aff3ir-ORF2* deficiency significantly increased the expression of *Irf5*-targeted genes. (**A**) Heat map showing profiles of all the differentially expressed genes from the RNA-seq analysis of wild-type (WT) and *Aff3ir-ORF2^-/-^* mouse embryonic fibroblasts (MEFs) (n=3). (**B**) All the differentially expressed genes from the RNA-seq data were mapped onto the atherosclerosis-related gene dataset. The overlapping genes were then subjected to Gene Ontology enrichment pathway analysis. (**C**), RT-PCR analysis of the mRNA levels of *ORF2*, *Irf5*, and *Irf8* in WT and *Aff3ir-ORF2^-/-^* MEFs. The relative expression values were normalized to WT MEFs. Data are mean ± SEM (n=6 independent experiments). *p<0.05, unpaired two-tailed *t*-test. (**D**) RT-PCR analysis of the mRNA levels of *Ccl5*, *Icam1,* and *Cxcl10* in WT and *Aff3ir-ORF2^-/-^* MEFs. The relative expression values were compared to WT MEFs. Data are mean ± SEM (n=6 independent experiments). *p<0.05, unpaired two-tailed *t*-test. (**E**), *Irf5* mRNA levels in HUVECs under static (ST) and oscillatory shear stress (OSS, 0.5±4 dyn/cm^2^, 1 Hz) conditions for 24 hr were shown. The mRNA expression levels were sourced from the GEO database (GSE276195). Data are mean ± SEM (n=3). (**F**), Partial carotid ligation was performed on the left carotid artery (LCA) of the mouse while the right carotid artery (RCA) was left untouched. *Irf5* mRNA levels in LCAs and RCAs were shown. The mRNA expression levels were sourced from the GEO database (GSE222583). Data are mean ± SEM (n=3). Figure 4—figure supplement 1—source data 1.Figures with the uncropped agarose gels with the relevant bands clearly labeled for Figure 4—figure supplement 1C, D, E and F.

To further identify the upstream transcriptional regulators of these genes, we used the list of differentially expressed genes from the RNA-seq data to predict upstream transcription factors using the ChEA3 database (Keenan et al., 2019). Then, the top 20 transcription factors obtained from the ChEA3 database were mapped to the atherosclerotic disease-related gene list in the Disgenet database (Piñero et al., 2017). Interferon regulatory factor 5 (*Irf5*) and *Irf8* were identified as key upstream regulators (Figure 4D). 

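The transcription factor prediction was not repeated here, since the databases were not used. In the RNA-seq, *Irf5* (gene ID 27056) was counted 49, 46 and 31 times in WT replicates 1, 2 and 3 and 87, 90 and 126 times in *Aff3ir-ORF2-/-* replicates 1, 2 and 3. This was 2.41 ± 0.563 against 5.49 ± 1.19 CPM (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.22, adjusted p = 0.00132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Irf8* (gene ID 15900) was near the detection floor in WT MEFs, at 2, 4 and 0 counts, and reached 82, 125 and 153 counts in *Aff3ir-ORF2-/-* MEFs. Its fitted log2 fold change was 5.74 (standard error 0.49, adjusted p = 2.33e-05 in the same test) and ranged from 5.18 to 6.66 over the alternatives. *Irf8* rose in the same libraries as the macrophage genes, and whether these signals share a source was not tested. Among the other members of the family, *Irf1* had a log2 fold change of 1.09 (adjusted p = 1.01e-04), *Irf2* of 0.48 (adjusted p = 0.00107) and *Irf9* of 0.37 (adjusted p = 0.00255). For *Irf3* and *Irf7*, the difference was within the replicate error (-0.02, standard error 0.08, and 0.12, standard error 0.30), and the sign of *Irf3* changed with the upper quartile and total count scalings and with the replicate left out, that of *Irf7* without *Aff3ir-ORF2-/-* replicate 2. *Irf4* was at the floor in both genotypes. Of the 7 family members tested, 5 passed the adjusted p threshold both over all tested genes and adjusted over the list alone. For comparison, 7422 of all 13075 tested genes passed it at any fold change. Of the inflammatory genes that the paper measured by other assays, *Il6* (gene ID 16193) rose from 2.09 ± 0.369 to 6.64 ± 1.48 CPM (SD, n = 3), a log2 fold change of 1.67 (standard error 0.21, adjusted p = 1.25e-04 in the same test). *Il1b*, at 0, 2 and 1 counts in WT and 0, 0 and 8 in *Aff3ir-ORF2-/-* MEFs, had too few counts to be tested. *Ccl5* (gene ID 20304) was lower in *Aff3ir-ORF2-/-* MEFs, at 6, 12 and 11 counts against 38, 44 and 35, with a log2 fold change of -2.08 (standard error 0.28, adjusted p = 2.14e-04). *Cxcl10* (gene ID 15945) was also lower, at 11, 7 and 18 counts against 49, 61 and 63, with a log2 fold change of -2.33 (standard error 0.29, adjusted p = 1.28e-04). Together with *Icam1* and *Vcam1*, these made 5 tested genes of a list of 6, and all 5 passed the adjusted p threshold both over all tested genes and adjusted over the list alone, 3 of them higher and 2 lower. By the paper's reasoning, the differentially expressed genes were used to predict upstream transcription factors, the top factors were mapped to genes related to atherosclerotic disease, and *Irf5* and *Irf8* were identified from that overlap (Figure 4D).

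**Figure D2:**
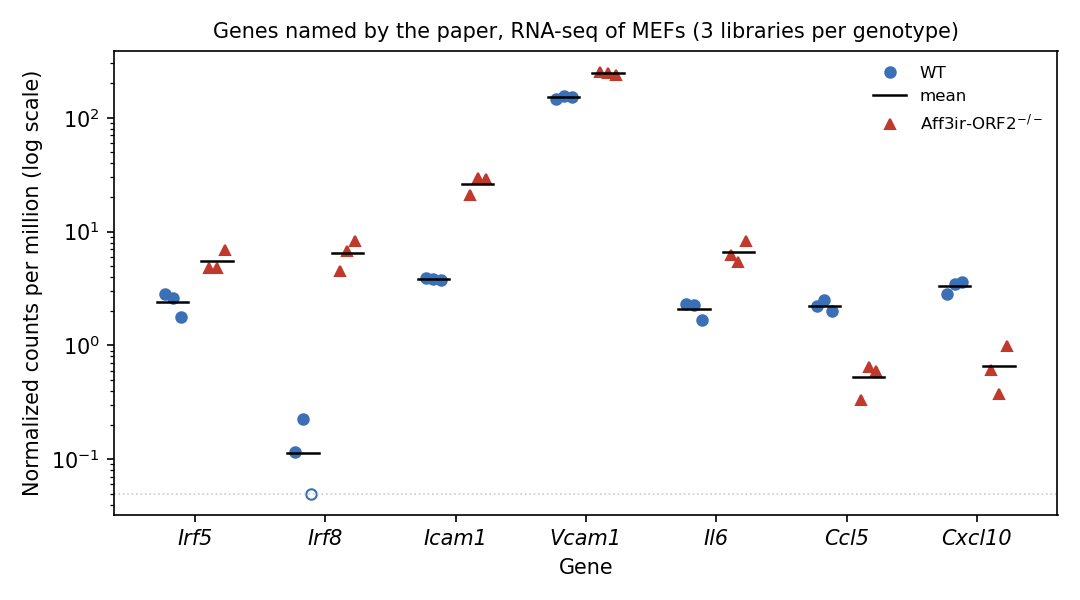
The vertical axis gives CPM on a log scale for 7 genes along the horizontal axis, with a point for each WT (circles) and *Aff3ir-ORF2-/-* (triangles) library and a line at the mean of each genotype. The *Aff3ir-ORF2-/-* libraries lie above every WT library for *Irf5*, *Irf8*, *Icam1*, *Vcam1* and *Il6* and below every WT library for *Ccl5* and *Cxcl10*. The open circle on the dotted line is a WT library with 0 counts of *Irf8*.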

*Irf5* and *Irf8*, which are members of the same family of transcription factors originally implicated in interferon production, have been identified as critical regulators of the inflammatory response and contribute to the pathogenesis of various inflammatory diseases (Almuttaqi and Udalova, 2019; Salem et al., 2020). However, their potential roles in disturbed shear stress-induced inflammation remain unclear. We speculated that *Aff3ir-ORF2* interacts with *Irf5* and/or *Irf8*. Coimmunoprecipitation assays indicated that endogenous *Aff3ir-ORF2* could bind to both *Irf5* and *Irf8* (Figure 4E). To determine which transcription factor mediates the inflammatory effects of *Aff3ir-ORF2* deficiency, we silenced *Irf5* and *Irf8* in WT and *Aff3ir-ORF2^-/-^* MEFs exposed to disturbed flow. Notably, silencing *Irf5*, but not *Irf8*, blunted the upregulation of inflammatory genes, including *Icam1, Vcam1, Il6,* and *Il1b* (Figure 4F), suggesting that *Irf5* was the predominant factor mediating the anti-inflammatory effects of *Aff3ir-ORF2* in the context of disturbed shear stress. Consistently, we found that *Irf5* silencing significantly inhibited the upregulation of *Icam1* protein levels induced by *Aff3ir-ORF2* deficiency under disturbed shear stress (Figure 4G and H). In addition, neither *Irf5* nor *Irf8* expression levels were affected by *Aff3ir-ORF2* deficiency (Figure 4—figure supplement 1C). However, we found that *Aff3ir-ORF2* deficiency significantly increased the expression of *Irf5*-targeted genes (predicted by the ChEA3 database), including *Icam1*, *Ccl5*, and *Cxcl10* (Figure 4—figure supplement 1D). Notably, the protein level of *Irf5* was not significantly affected by disturbed shear stress (Figure 4G and H). Consistently, the mRNA levels of *Irf5* were previously reported to be barely changed in the context of disturbed shear stress (Deng et al., 2025) (GSE276195, Figure 4—figure supplement 1E) or the atherosclerotic environment (Li et al., 2025) (GSE222583, Figure 4—figure supplement 1F). Given that the transcriptional activity of *Irf5* depends on its nuclear translocation (Lv et al., 2024), we next explored whether *Aff3ir-ORF2* affects the subcellular localization of *Irf5*. Subcellular fractionation assays indicated that *Irf5* was predominantly localized in the cytoplasm under static conditions, but exhibited obvious nuclear localization when exposed to disturbed shear stress (Figure 4I and J). While the total expression of *Irf5* was barely affected by *Aff3ir-ORF2* deficiency or overexpression, nuclear localization of *Irf5* increased with *Aff3ir-ORF2* deficiency (Figure 4I and J). To further ascertain the role of *Aff3ir-ORF2* in regulating the transcriptional activity of *Irf5*, we performed a luciferase reporter assay (Qiao et al., 2022). *Aff3ir-ORF2* overexpression significantly decreased the transcriptional activity of *Irf5* (Figure 4K). In summary, these results suggested that *Aff3ir-ORF2* acts as an endogenous inhibitor of *Irf5* and exerts anti-inflammatory effects by retaining *Irf5* in the cytosol.

### *Irf5* knockdown prevents the aggravation of atherosclerosis induced by ORF2 deficiency

Next, we investigated the role of *Irf5* in disturbed flow-induced atherosclerosis in vivo and whether it mediates the atherogenic phenotype associated with *Aff3ir-ORF2* deficiency. *Apoe^-/-^* and *Apoe^-/-^Aff3ir-ORF2^-/-^* mice were subjected to partial ligation surgery in the LCAs and intravascularly infected with lentiviruses expressing either *Irf5*-specific shRNA (lenti-sh*Irf5*) or Scramble shRNA (lenti-shScramble). En-face immunofluorescence staining confirmed successful *Irf5* deletion in the left carotid artery (Figure 5—figure supplement 1A). After a 4 wk high-fat diet challenge, *Irf5* deletion resulted in an approximately 60% reduction in plaque area in the LCAs of *Apoe^-/-^* mice (Figure 5A and B). In addition, *Irf5* deletion attenuated endothelial activation, as evidenced by reduced *Vcam1* expression in the endothelium of LCAs (Figure 5C and D). Notably, although *Apoe^-/-^Aff3ir-ORF2^-/-^* mice exhibited an increased plaque area in the LCAs compared to *Apoe^-/-^* mice, *Irf5* deletion almost completely abolished these differences, reducing both the plaque area and *Vcam1* expression in the endothelium of the LCAs (Figure 5A–D). These findings provide in vivo evidence that *Aff3ir-ORF2* deficiency-induced atherosclerosis is mediated by endothelial *Irf5*.

**Figure 5.**
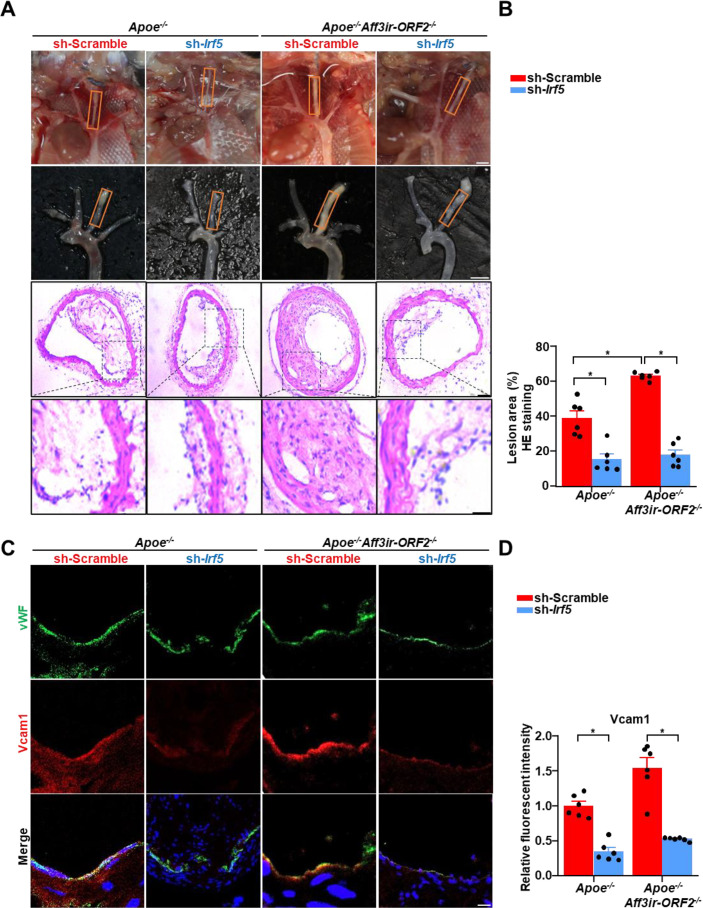
*Irf5* knockdown prevents the aggravation of atherosclerosis in *Aff3ir-ORF2* deficient mice. Eight-wk-old male *Apoe^-/-^* mice were subjected to partial ligation of the left carotid artery (LCA) along with 10 μL of lentivirus suspension at 1×10^8^ transducing units (TU)/mL was instilled into the LCA. The mice were then fed a high-fat diet for 4 wk. (**A–B**) Arterial tissues were isolated to examine the atherosclerotic lesions. LCAs were sectioned for hematoxylin and eosin staining. Quantification of the lesion area in LCAs was shown. Data are mean ± SEM (n=6 mice per group). *p<0.05, two-way ANOVA with Tukey post-test. Scale bar: 2 mm for gross images, 25 μm for staining images. (**C–D**) Immunofluorescence staining for vWF, *Vcam1*, and DAPI in the LCAs and quantification of the relative fluorescent intensity of *Vcam1*. Scale bar, 50 μm. The immunofluorescence intensity of *Vcam1* was normalized to DAPI, and the relative expression values were compared to that of the group of *Apoe^-/-^* mice infected with Ad-scramble. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, two-way ANOVA with Tukey post-test. Figure 5—source data 1.The table summarizes the data in the statistical graph for Figure 5B and D.

**Figure 5—figure supplement 1.**
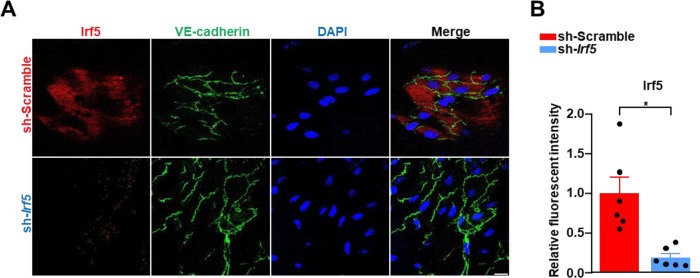
*Irf5* deletion in the left carotid artery successfully. (**A–B**) Enface immunofluorescence staining of *Irf5*, VE-cadherin, and DAPI and quantification of *Irf5* expression. Scale bar, 20 μm. The immunofluorescence intensity of *Irf5* was normalized to DAPI, and the relative expression values were compared to that of sh-Scramble group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 5—figure supplement 1—source data 1.Figures with the uncropped agarose gels with the relevant bands clearly labeled for Figure 5—figure supplement 1B.

### Endothelial-specific *Aff3ir-ORF2* supplementation ameliorates EC activation and atherosclerosis in mice

Given the significant anti-inflammatory effects of *Aff3ir-ORF2* on endothelial activation and atherosclerosis, we explored the potential use of gene therapy targeting *Aff3ir-ORF2* to treat atherosclerosis. Endothelial-specific *Aff3ir-ORF2* overexpression was achieved using an EC-enhanced AAV-mediated CRISPR/Cas9 genome-editing system controlled by an EC-specific ICAM2 promoter as we previously reported (Li et al., 2024; Swiech et al., 2015). *Apoe^-/-^* mice infected with AAV-ICAM2-Control or AAV-ICAM2- *Aff3ir-ORF2* were fed a high-fat diet for 12 wk (Figure 6A). En-face immunofluorescence staining confirmed successful *Aff3ir-ORF2* overexpression in ECs (Figure 6—figure supplement 1A–B). Endothelial-specific *Aff3ir-ORF2* overexpression had a minimal effect on triglycerides, total cholesterol, LDL cholesterol, and HDL cholesterol levels in the plasma of mice (Figure 6—figure supplement 1C). However, compared to the negative control, endothelial-specific *Aff3ir-ORF2* overexpression significantly reduced the Oil-red O-positive lesion area in the whole aortas of *Apoe^-/-^* mice (19 ± 5% vs 54 ± 8%) (Figure 6B and C). Moreover, endothelial-specific *Aff3ir-ORF2* overexpression reduced the lesion area and lipid deposition in the aortic roots of *Apoe^-/-^* mice without altering the collagen fiber content (Figure 6D and E). In addition, *Aff3ir-ORF2* overexpression effectively suppressed *Vcam1* expression in the endothelium of the aortic roots of *Apoe^-/-^* mice (Figure 6F and G). Collectively, these results suggest that supplementation with *Aff3ir-ORF2* was effective in preventing atherosclerosis development.

**Figure 6.**
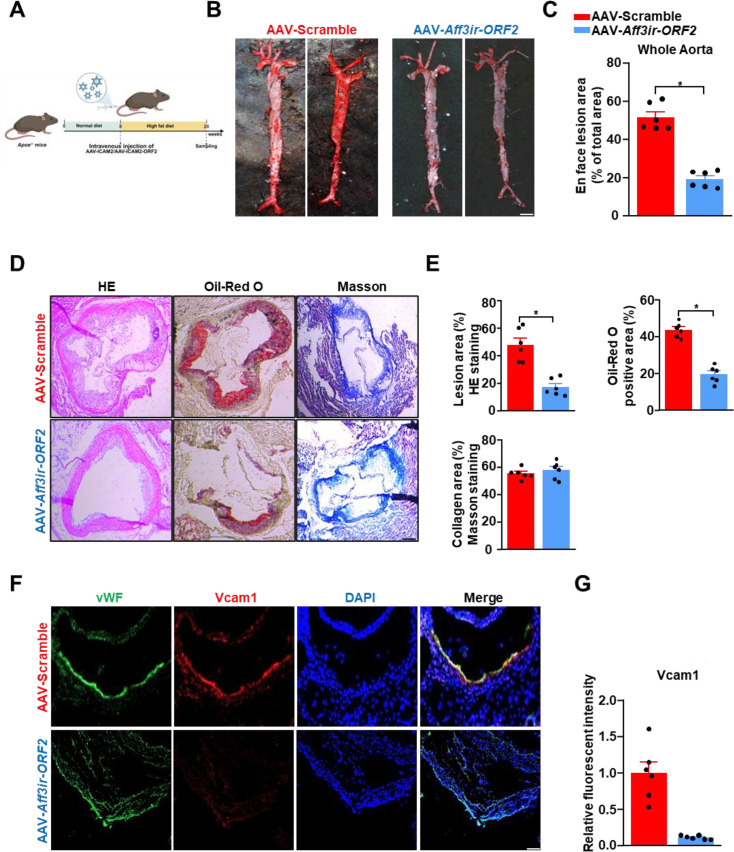
Endothelial-specific *Aff3ir-ORF2* supplementation alleviates EC activation and atherosclerosis in *Apoe^-/-^* mice. Eight-wk old *Apoe^-/-^* male mice were infused with the indicated adeno-associated virus (AAV) and then fed a high-fat diet for 12 wk. (**A**) Schematic of the experimental strategy. (**B**) Representative images of enface Oil-Red O staining of the aortas. Scale bar, 4 mm. (**C**) Quantification of the plaque area in the entire aortas. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**D**) Hematoxylin and eosin (HE), Oil-Red O, and Masson staining of the aortic roots. Scale bars, 500 μm. (**E**) Quantification of plaque size, Oil-Red O-positive area, and collagen fiber content in aortic root sections. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**F**) Representative immunofluorescence image of vWF, *Vcam1*, and DAPI in the aortic roots. Scale bar, 500 μm. (**G**) Quantification of the relative fluorescent intensity of *Vcam1*. The immunofluorescence intensity of *Vcam1* was normalized to that of DAPI, and the relative expression values were compared to that of the AAV-Scramble group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 6—source data 1.The table summarizes the data in the statistical graph for Figure 6C, E and G.

**Figure 6—figure supplement 1.**
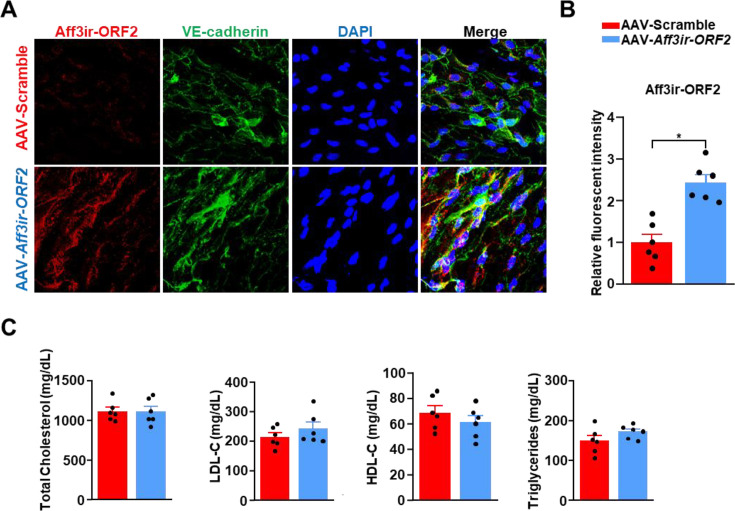
*Aff3ir-ORF2* overexpression in endothelial cells (ECs) successfully. (**A–B**) Enface immunofluorescence staining of *Aff3ir-ORF2*, VE-cadherin, and DAPI and quantification of *Aff3ir-ORF2* expression. Scale bar, 20 μm. The immunofluorescence intensity of *Aff3ir-ORF2* was normalized to DAPI, and the relative expression values were compared to that of the AAV-Scramble group. Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. (**C**) Quantification of plasma levels of triglycerides, total cholesterol, low-density lipoprotein cholesterol (LDL-C), and high-density lipoprotein cholesterol (HDL-C). Data are presented as mean ± SEM (n=6 mice per group). *p<0.05, unpaired two-tailed *t*-test. Figure 6—figure supplement 1—source data 1.Figures with the uncropped agarose gels with the relevant bands clearly labeled for Figure 6—figure supplement 1B and C.

## Discussion

Endothelial activation is a critical initial event in the development of atherosclerosis, and emerging evidence suggests that targeting disturbed shear stress-induced endothelial activation is a promising therapeutic strategy. In the present study, we elucidated the role of the novel nested gene-encoded protein, *Aff3ir-ORF2*, in sensing disturbed shear stress. Moreover, we demonstrated that *Aff3ir-ORF2* acts as an endogenous inhibitor of *Irf5*, a key regulator of the inflammatory response, thereby exerting potent anti-inflammatory and anti-atherogenic effects (Figure 7).

**Figure 7.**
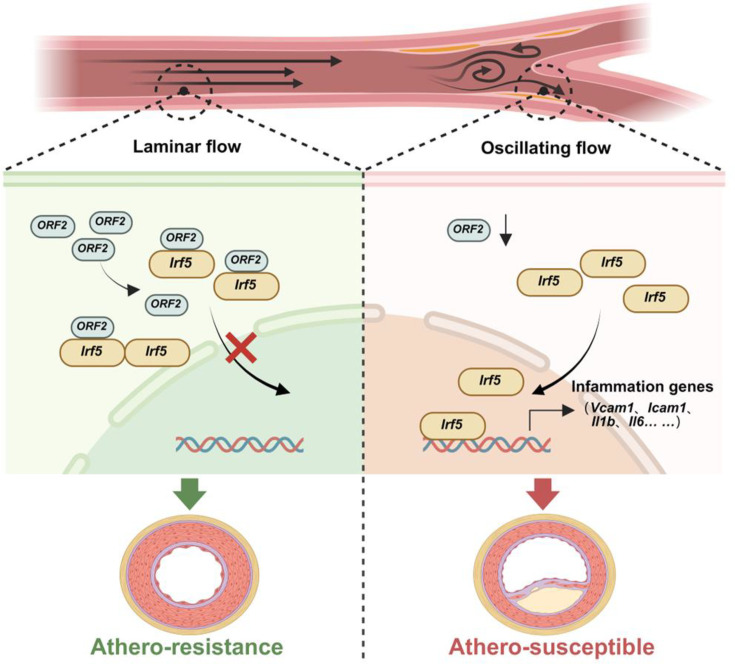
Schematic illustration of the *Aff3ir-ORF2*/*Irf5* cascade in disturbed flow-induced endothelial activation and atherosclerosis. Disturbed flow induced a down-regulation of *Aff3ir-ORF2*, which could interact with *Irf5* and promote the latter’s retention in the cytoplasm, thereby boosting *Irf5*-dependent inflammatory pathways in endothelial cells and leading to atherogenesis.

Using three mouse models (global *Aff3ir-ORF2* knockout, locally *Aff3ir-ORF2* endothelial expression, and endothelial-specific *Aff3ir-ORF2* overexpression), we demonstrated that *Aff3ir-ORF2* exerted potent anti-inflammatory and anti-atherosclerosis effects in *Apoe^-/-^* mice. Notably, while *Aff3ir-ORF2* knockout increased *Vcam1* expression in the endothelium and enlarged the plaque area in the aortic roots, it had a minimal effect on collagen deposition within the plaques. This discrepancy may be attributed to the differential expression patterns of *Irf5* across various cell types (Roberts et al., 2024). Phenotypically modulated vascular smooth muscle cells (VSMCs) within the fibrous cap produce extracellular matrix molecules critical for plaque composition and stabilization (Bennett et al., 2016). A previous study has shown minimal colocalization between *Irf5* and the VSMC marker, α-smooth muscle actin, in aortic root lesions of *Apoe^-/-^* mice (Seneviratne et al., 2017), indicating a relatively low *Irf5* expression level in VSMCs. Consequently, *Aff3ir-ORF2* likely exerts its anti-inflammatory effects primarily through endothelial *Irf5*. Consistently, endothelial-specific *Aff3ir-ORF2* overexpression reduced the aortic plaque area, but had minimal effects on collagen deposition. Our findings establish the potent anti-atherosclerotic role of *Aff3ir-ORF2* in early and advanced atherosclerosis mouse models. However, given the multiple critical roles of ECs throughout the initiation and progression of atherosclerosis, further investigations are needed to explore the potential role of *Aff3ir-ORF2* in other atherosclerotic processes, including endothelial-to-mesenchymal transition, plaque rupture, and atherothrombotic occlusion. Additionally, we found that disturbed shear stress transcriptional downregulated the expression of *Aff3ir*. However, the protein levels of *Aff3ir-ORF2*, but not those of *Aff3ir-ORF1*, were reduced by disturbed shear stress. Since both *Aff3ir-ORF1* and *Aff3ir-ORF2* are derived from *Aff3ir*, different translation mechanisms may be involved in the production of *Aff3ir-ORF1/2*.

In addition to ECs, various other cell types, particularly immune cells, play crucial roles in the progression of atherosclerotic plaques (Wolf and Ley, 2019). Although our results indicated the potent anti-inflammatory role of *Aff3ir-ORF2* in ECs, the potential contributions of other cell types may also be involved, which could be further elucidated using *Aff3ir-ORF2* tissue-specific knockout or overexpression mouse models. Macrophage polarization and inflammatory responses accelerate plaque development, leading to an increase in necrotic core and vulnerable plaques (Krausgruber et al., 2011). Elevated *Irf5* expression and nuclear localization have been observed in macrophages within plaques of *Apoe^-/-^* mice (Seneviratne et al., 2017). *Irf5* has been demonstrated to drive macrophages towards a pro-inflammatory state, thereby affecting plaque stability (Seneviratne et al., 2017). Global or myeloid cell-specific deletion of *Irf5* stabilizes atherosclerotic plaques by suppressing the inflammatory phenotypes of macrophages (Leipner et al., 2021; Seneviratne et al., 2017). Despite these findings, the role of *Irf5* in shear stress-induced endothelial activation remains largely unknown. Our study provides evidence that disturbed shear stress is sufficient to induce *Irf5* nuclear translocation and activation in ECs. Furthermore, *Irf5* knockdown in ECs significantly reduced disturbed flow-induced plaque formation in LCAs. These findings suggest that targeting endothelial *Irf5* may be an effective strategy for combating the early stages of atherosclerosis.

Given the key role of *Irf5* in mediating inflammatory responses, it has been considered as an attractive therapeutic target, and various strategies have been developed to study and modulate its function (Almuttaqi and Udalova, 2019). For example, nanoparticle-delivered siRNA targeting *Irf5* in macrophages promotes inflammation resolution, improves infarct healing, and attenuates post-myocardial infarction remodeling (Courties et al., 2014). Additionally, manipulating *Irf5* protein levels through the E3 ubiquitin ligase, *Trim21*, has been explored as a strategy for modulating its activity (Lazzari et al., 2014). Given the crucial physiological role of *Irf5*, strategies aimed at suppressing its pathophysiological activation without altering basal levels may offer additional benefits. Our study introduces a novel approach to inhibit *Irf5* activation. We found that the novel nested gene-encoded protein, *Aff3ir-ORF2*, interacts with *Irf5*, leading to cytoplasmic retention and inactivation under disturbed shear stress conditions. Importantly, endothelium-specific supplementation with *Aff3ir-ORF2* effectively attenuated endothelial activation and reduced the atherosclerotic plaque area in *Apoe^-/-^* mice, suggesting that targeting endothelial *Irf5* activation with *Aff3ir-ORF2* holds promise for the treatment of atherosclerosis. Furthermore, as emerging studies have highlighted the substantial contributions of *Irf5* to autoimmune diseases (Graham et al., 2006), neuropathic pain (Masuda et al., 2014), obesity (Dalmas et al., 2015), and hepatic fibrosis (Alzaid et al., 2016), future research should investigate whether *Aff3ir-ORF2* has beneficial effects in these contexts.

### Conclusion

In conclusion, this study provides novel evidence that the disruption of *Aff3ir-ORF2* expression under disturbed flow promotes endothelial inflammatory responses and atherosclerosis. *Aff3ir-ORF2* serves as an endogenous inhibitor of *Irf5* by binding to *Irf5* and preventing its nuclear translocation. Supplementation with endothelial *Aff3ir-ORF2* may be a promising therapeutic strategy for treating atherosclerosis.

## Materials and methods

### Animals

C57BL/6 and Apolipoprotein E-null (*Apoe^-/-^*) mice were purchased from the Experimental Animal Centre of the Military Medical Science Academy (Beijing, China). *Aff3ir-ORF2*-heterozygote (*Aff3ir-ORF2^+/-^*) mice were acquired from Dr. Lingfang Zeng’s Laboratory at King’s College London. Briefly, gRNAs targeting the mouse *Aff3ir-ORF2* locus (gRNA1: GCAACCCACGGAGTTGCAGTTGG; gRNA2: GTCATTAACTCCTTTAATATAGG; gRNA3: TGCAACTCCGTGGGTTGCTGTGG; gRNA4: GACCACACATAACAGTGAATAGG) and Cas9 mRNA were co-injected into fertilized mouse eggs to generate targeted knockout offspring. F0 founder animals were identified by PCR followed by sequence analysis, and then bred to WT mice to test germline transmission and produce F1 animals. Heterozygous targeted mice were intercrossed to generate homozygous targeted mice. The genotyping primers used were: 5’-GGAAAGACCACAGAATCAATGACA-3’, 5’-AACATTGCTATACCCCACTATA-3’. To generate *Apoe* and *Aff3ir-ORF2* double knockout mice (*Apoe^-/-^Aff3ir-ORF2^-/-^*), *Apoe^-/-^* mice were crossed with *Aff3ir-ORF2^-/-^* mice. The animals were maintained at 21 ± 1°C under a 12 hr light/dark cycle (lights on at 07:00, lights off at 19:00) with ad libitum access to water and standard chow unless specified otherwise. This study adhered to the *Guide for the Care and Use of Laboratory Animals* of the US National Institutes of Health (NIH Publication No. 85–23, revised 2011). All study protocols were approved by the Institutional Animal Care and Use Committee of Tianjin Medical University.

### Carotid artery partial ligation surgery

The surgery was performed as we previously described (Yang et al., 2021). Briefly, mice were anesthetized with isoflurane (2–3%). A ventral midline incision (4–5 mm) was made in the neck and the left carotid artery was exposed through blunt dissection of subcutaneous fat and muscle tissue. The left external carotid, internal carotid, and occipital arteries were ligated with a 6–0 silk suture, leaving the superior thyroid artery intact. For adenovirus and lentivirus infection studies, adenovirus (Ad-ORF2 or Ad-Scramble) or lentivirus (lenti-shRNA-*Irf5* or lenti-shRNA-Scramble) was introduced into the lumen of the left carotid artery and kept inside for 40 min. After infection, the adenovirus or lentivirus was released, and blood flow to the common carotid artery was restored. Mice were fed with a high-fat diet (TD88137, ENVIGO, USA) immediately after surgery and continued for 4 wk.

### Endothelial *Aff3ir-ORF2* overexpression in mice

Endothelial-specific adeno-associated virus (AAV)-mediated CRISPR/Cas9 shuttle plasmid was constructed by Cell & Gene Therapy (Shanghai, China) as previously reported (Wang et al., 2016). *Apoe^-/-^* mice received a single tail vein injection of recombinant AAV containing an endothelial-specific human ICAM-2 promoter driving *Aff3ir-ORF2* overexpression (AAV-*Aff3ir-ORF2*) or a control empty vector (AAV-Scramble), with a dose of 1×10^11^ viral genomes in a 200 μL vol of sterile PBS. Subsequently, the mice were fed with a high-fat diet (TD88137, ENVIGO, USA) for 3 mo.

### Oil-Red O staining for atherosclerotic plaques in mouse aorta

The *Apoe^-/-^*, *Apoe^-/-^Aff3ir-ORF2^-/-^*, and EC-specific *Aff3ir-ORF2* overexpression mice were anesthetized by inhalation of 2% isoflurane and euthanized by cervical dislocation. The aortas were dissected in 1x PBS and opened to expose the atherosclerotic plaques. After fixation in 4% formaldehyde for 1 hr at 4 °C, the tissues were rinsed in water for 10 min, followed by 60% isopropanol. The aortas were then stained with Oil-Red O for 30 min with gentle shaking, rinsed again in 60% isopropanol, and subsequently rinsed in water three times. The samples were mounted on wax with the endothelial surface facing upwards. Images were captured using an HP Scanjet G4050. Plaque areas were quantified using NIH ImageJ software by calculating the plaque area relative to the total vascular area.

### Immunofluorescence staining

MEFs slides or frozen sections were fixed in 4% paraformaldehyde for 30 min, then permeabilized in 0.1% Triton X-100 (in PBS) and blocked with 1% bovine serum albumin for 30 min at room temperature. Sections were incubated overnight at 4 °C with primary antibodies (1:100). *Aff3ir-ORF2* (Cat. No. C0302HL300-4) antibody was from GenScript (Piscataway, NJ, USA). The vWF (Cat. No. ab11713) and VE-Cadherin (Cat. No. ab33168) antibodies were obtained from Abcam (Cambridge, UK). *Vcam1* (Cat. No. sc-13160) antibody was from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Following primary antibody incubation, sections were treated with Alexa Fluor 488- or Alexa Fluor 594-conjugated secondary antibodies (1:200, Thermo Fisher Scientific, Grand Island, NY, USA) at room temperature for 1 hr. Slides were then mounted with DAPI-containing mounting medium. Antibody specificity and target staining authenticity were verified using negative controls. Immunofluorescence micrographs were acquired using a Leica confocal laser scanning microscope. Representative images were randomly selected from each group.

### Histological analysis of atherosclerotic lesions

Harvested carotid arteries and cross-sections of aortic roots were fixed in 4% paraformaldehyde and embedded in optimal cutting temperature compound (OCT). OCT-embedded tissues were sectioned at a thickness of 7 μm. Slides were immersed in 1x PBS for 5 min to remove OCT, and subsequently stained with Oil-Red O, hematoxylin and eosin (HE), and Masson’s trichrome stain to assess lipid accumulation, lesion area, and collagen deposition, respectively (Li et al., 2019). Images were acquired using microscopy.

### Quantification of plasma lipid levels

Blood samples were obtained via cardiac puncture, rinsed with heparin, and collected in 1.5 mL Eppendorf tubes. Total plasma cholesterol, triglycerides, LDL cholesterol, and HDL cholesterol levels were measured enzymatically using an automated clinical chemistry analyzer kit (Biosino Biotech, Beijing, China).

### Cell culture, transfection, and shear stress experiments

Mouse Embryonic Fibroblasts (MEFs) were obtained and cultured as previously described (Ferreira and Hein, 2023). Cell passages 4–7 were used in all experiments. MEFs were cultured in the Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% FBS, penicillin (100 U/mL), and streptomycin (100 μg/mL). Cells were incubated at 37 °C in a humidified environment containing 5% CO_2_ and grown to 70–80% confluence before treatment.

Small interfering RNA against *Irf5* or *Irf8* were synthesized from General Biosystems (Hefei, China). The sequences of siRNAs are shown in the Supplementary file 1. The MEFs were passaged to six-well plates and transfected with 20 nmol/L siRNA per well using the Lipofectamine RNA iMAX Reagent (Invitrogen, Carlsbad, CA, USA).

For flow experiments, confluent monolayers of MEFs were seeded onto glass slides, and a parallel plate flow system was used to launch oscillatory flow (0.5±4 dyn/cm^2^). The flow system was enclosed in a chamber (Frangos et al., 1985; Fu et al., 2011).

### Cell Lines

HEK293T (Cat NO. CRL-11268, ATCC) cells were cultured in DMEM medium with 10% FBS, penicillin (100 U/mL), and streptomycin (100 μg/mL). Cells were incubated at 37 °C in a humidified environment containing 5% CO_2_ and grown to 70–80% confluence prior to treatment. Their identity has been authenticated by the supplier. HEK293T cells used here were negative for mycoplasma contamination test.

### Adenovirus and lentivirus production and infection

*Aff3ir-ORF2* sequences were inserted into the GV138 vector (CMV-MCS-3FLAG) to generate recombinant adenovirus (Ad-*Aff3ir-ORF2*). The short hairpin RNA (shRNA) sequences targeting mouse *Irf5* were 5’-GGGACAACACCATCTTCAAGG-3’, 5’GGTTGCTGCTGGAGATGTTCT-3’, and 5’-GCCTAGAGCAGTTTCTCAATG-3’. The control shRNA was 5’-GCGTGATCTTCACCGACAAGA-3’. These shRNAs were constructed and cloned into pLV-U6-shRNA-CMV-EGFP to generate recombinant lentivirus (lenti-shRNA- *Irf5* or lenti-shCtrl). MEFs were infected with adenovirus or lentivirus at a multiplicity of infection (MOI) of 10, with no detectable cellular toxicity observed.

### Western blot analysis

Whole-cell lysates were prepared in a lysis buffer containing a complete protease inhibitor cocktail, PhosSTOP, and PMSF (Roche, Mannheim, Germany). Cytoplasmic and nuclear proteins were extracted from wild-type and *Aff3ir-ORF2^-/-^* MEFs using a protein extraction kits (Invent Biotechnologies, SC-003, Beijing, China). Protein were separated by SDS-PAGE and transferred to nitrocellulose membranes (Cat. No. 10600001; GE Healthcare; Chicago, IL, USA). The membranes were incubated with primary antibodies. *Irf5* (Cat. No. 96527), *Irf8* (Cat. No. 98344), and Flag (Cat. No. 14793) antibodies were from Cell Signaling Technology (Danvers, MA, USA). *Icam1* (Cat. No. ab222736) antibodies were from Abcam (Cambridge, UK). *Aff3ir-ORF2* (Cat. No. C0302HL300-4) and *Aff3ir-ORF1* (Cat. No. C0302HL300) antibodies were from GenScript (Piscataway, NJ, USA). *Gapdh* (Cat. No. 60004–1-Ig) antibody was from Proteintech (Wuhan, China). *Aff3* (Cat. No. PA5-68961) antibody was from Thermo Fisher Scientific (Waltham, MA, USA).

After incubation with horseradish peroxidase-conjugated secondary antibodies, the proteins were visualized using enhanced chemiluminescence reagents in a ChemiScope3600 Mini chemiluminescence imaging system (Clinx Science Instruments; Shanghai, China). Protein levels were quantified by measuring integrated density with NIH Image J software (https://imagej.nih.gov/ij/), using *Gapdh* as a loading control for normalization.

### Co-immunoprecipitation

Whole-cell lysates were prepared by lysing cells in a 1% NP-40 lysis buffer containing 50 mM Tris-HCl, 1% Nonidet-P40, 0.1% SDS, and 150 mM NaCl, supplemented with a complete protease inhibitor cocktail (Cat. No. 04693132001; Roche, Indianapolis, IN, USA), a phosphatase inhibitor (PhosSTOP; Cat. No. 04906845001; Roche), and PMSF (Cat. No. IP0280; Solarbio Life Sciences; Beijing, China). Samples were incubated on ice for 30 min, then centrifuged at 12,000 g for 10 min, and the supernatant was transferred to a new tube. Protein concentrations were determined using the BCA Protein Assay Kit (Thermo Fisher Scientific, Grand Island, NY, USA).

For immunoprecipitation, 1000 μg of protein was incubated with specific antibodies at 4 °C for 12 hr with constant rotation. Subsequently, 50 μL of 50% Protein A/G PLUS-Agarose beads was added, and the incubation continued for an additional 2 hr. Beads were washed five times with the lysis buffer and collected by centrifugation at 12,000 g for 2 min at 4 °C. After the final wash, the supernatant was removed and discarded. Precipitated proteins were eluted by resuspending the beads in 2x SDS PAGE loading buffer and boiling for 5 min. The eluates from immunoprecipitation were subjected to Western blot analysis.

### ELISA

The concentrations of *Il6* (EM0121) and *Il1b* (EM0109) in cell culture supernatant were measured using ELISA kit (FineTest, Wuhan, China). The experiments were conducted according to the protocols provided by the manufacturer.

### Total RNA extraction and real-time quantitative PCR analysis

Total RNA was extracted from cells using RNA extraction kits (Transgen Biotech, ER501-01, Beijing, China). Reverse transcription was performed with a reverse transcription kit (Thermo Fisher Scientific, Grand Island, NY, USA). Quantitative PCR was conducted using SYBR Select (Thermo Fisher Scientific) according to the manufacturer’s protocol, with *Gapdh* serving as the internal control. The primers for quantitative real-time PCR are listed in Supplementary file 2.

### Luciferase reporter assay

The *Irf5*-binding motif and the full-length ZNF217 promoter were ligated into pGl3-based plasmids (Genechem, Shanghai, China), as previously described (Qiao et al., 2022). HEK293T cells were seeded into 24-well plates and grown to 70–80% confluency. Cells were transfected with the firefly luciferase reporter plasmid containing the *Irf5*-responsive ZNF217 promoter along with a β-galactosidase reporter plasmid (Promega, Madison, WI, USA) for 24 hr. Subsequently, cells were then infected with adenovirus (Ad-ORF2 or Ad-Scramble) for an additional 24 hr. Relative luciferase activity was measured using a luciferase assay and normalized to β-galactosidase activity as determined by the β-Galactosidase Enzyme Assay System (Promega, Madison, WI, USA).

### RNA-sequencing (RNA-seq)

RNA-seq was performed as we previously described (Li et al., 2024). Wild-type (WT) and *Aff3ir-ORF2^-/-^* MEFs were harvested, and RNA was extracted using the MagicPure Total RNA Kit (TransGen, Beijing, China). Whole transcriptome RNA-seq analysis were conducted by the Beijing Genomics Institute (BGI). Paired-end sequencing in 150 bp length was performed using the DNBSEQ-G400 platform. Raw data was filtered using SOAPnuke (v1.5.6). Differential gene expression analysis, with thresholds set at p<0.05 and fold change ≥1.5, was performed via the BGI website (http://omiscribe.bgi.com). Pathway enrichment analysis was carried out using DAVID tools.

### Statistical analysis

Statistics analyses were performed using GraphPad Prism 8.0. No sample outliers were excluded. At least six independent experiments were performed for all biochemical experiments and the representative images were shown. Unpaired Student’s *t-*test (two-tailed), one-way ANOVA, or two-way ANOVA with Bonferroni multiple comparison post hoc test were used for analyses, as appropriate. Sample size, statistical method, and statistical significance are specified in Figures and Figure Legends. Levels of probabilities less than 0.05 were regarded as significant.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE286206. All data generated or analysed during this study are included in the manuscript and supporting files; source data files have been provided for all figures. The following dataset was generated: HeS ZhuY HeJ 2025Disruption of the Novel Nested Gene Aff3ir Mediates Disturbed Flow-Induced Atherosclerosis in MiceNCBI Gene Expression OmnibusGSE28620610.7554/eLife.103413PMC1204815640315012

# Supplementary material for: Disruption of the novel nested gene Aff3ir mediates disturbed flow-induced atherosclerosis in mice
**Source:** eLife. 2025 May 2;13:RP103413. doi: 10.7554/eLife.103413
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Acknowledgements, Data availability Statement |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods, Immunofluorescence staining  Materials and methods, Western blot analysis  Materials and methods, Co-immunoprecipitation |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and methods, Animals  Materials and methods, Adenovirus and lentivirus production and infection |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods, Cell Lines |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and methods, Cell culture |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods, Animals |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and methods, Statistical analysis |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria | Materials and methods, Statistical analysis |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends, Figure supplements legends |  |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods, Animals |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods, Statistical analysis |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Acknowledgements, Data availability Statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Acknowledgements, Data availability Statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Acknowledgements, Data availability Statement |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Disruption of the novel nested gene Aff3ir mediates disturbed flow-induced atherosclerosis in mice
**Source:** eLife. 2025 May 2;13:RP103413. doi: 10.7554/eLife.103413
**Supplement:** Supplementary file 1.

**The sequences of siRNAs.**

| siRNA | Stand | Sequence |
| --- | --- | --- |
| si*Irf5*-1 | \| Forward \| \| --- \| \| Reverse \| | \| GGAAAAGAAACUCUUCUAUTT \| \| --- \| \| AUAGAAGAGUUUCUUUUCCTT \| |
| si*Irf5*-2 | \| Forward \| \| --- \| \| Reverse \| | \| CACCUUUUGAGAUCUUCUUTT \| \| --- \| \| AAGAAGAUCUCAAAAGGUGTT \| |
| si*Irf8*-1 | \| Forward \| \| --- \| \| Reverse \| | \| GUUUAAAGAGGGAGACAAATT \| \| --- \| \| UUUGUCUCCCUCUUUAAACTT \| |
| si*Irf8*-2 | \| Forward \| \| --- \| \| Reverse \| | \| CCAACAAGCUGGAGCGGGATT \| \| --- \| \| UCCCGCUCCAGCUUGUUGGTT \| |
| si*Irf8*-3 | \| Forward \| \| --- \| \| Reverse \| | \| GAGCGAAGUUCCUGAGAUGTT \| \| --- \| \| CAUCUCAGGAACUUCGCUCTT \| |

# Supplementary material for: Disruption of the novel nested gene Aff3ir mediates disturbed flow-induced atherosclerosis in mice
**Source:** eLife. 2025 May 2;13:RP103413. doi: 10.7554/eLife.103413
**Supplement:** Supplementary file 2.

**Primers for qRT-PCR.**

| Gene | Stand | Sequence |
| --- | --- | --- |
| *Gapdh* | \| Forward \| \| --- \| \| Reverse \| | \| AGGTCGGTGTGAACGGATTTG \| \| --- \| \| TGTAGACCATGTAGTTGAGGTCA \| |
| *Irf5* | \| Forward \| \| --- \| \| Reverse \| | \| AGAGACAGGGAAGTACACTGAAG \| \| --- \| \| TGGAAGTCACGGCTTTTGTTAAG \| |
| *Irf8* | \| Forward \| \| --- \| \| Reverse \| | \| CGGGGCTGATCTGGGAAAAT \| \| --- \| \| CACAGCGTAACCTCGTCTTC \| |
| *Aff3* | \| Forward \| \| --- \| \| Reverse \| | \| TCTGTGGGCTCCATCAAC \| \| --- \| \| GACCTCATCGCTGTCCTTT \| |
| *Aff3ir* | \| Forward \| \| --- \| \| Reverse \| | \| GAAACTGAACACGGGAGG \| \| --- \| \| GAACCTGATGCCTGGAAC \| |
| *Vcam1* | \| Forward \| \| --- \| \| Reverse \| | \| AGTTGGGGATTCGGTTGTTCT \| \| --- \| \| CCCCTCATTCCTTACCACCC \| |
| *Icam1* | \| Forward \| \| --- \| \| Reverse \| | \| GTGATGCTCAGGTATCCATCCA \| \| --- \| \| CACAGTTCTCAAAGCACAGCG \| |
| *Il6* | \| Forward \| \| --- \| \| Reverse \| | \| TAGTCCTTCCTACCCCAATTTCC \| \| --- \| \| TTGGTCCTTAGCCACTCCTTC \| |
| *Il1b* | \| Forward \| \| --- \| \| Reverse \| | \| GCAACTGTTCCTGAACTCAACT \| \| --- \| \| ATCTTTTGGGGTCCGTCAACT \| |

How the deposited data were processed for this re-analysis (not part of the article)

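RNA-seq of MEFs from WT and *Aff3ir-ORF2-/-* mice, 3 libraries of each genotype, was analysed. The authors had the reads sequenced and processed by a sequencing company, filtered them with SOAPnuke, and deposited one table of estimated counts per gene and library, not normalized. The paper's text does not state the aligner, the counting tool, the genome build or the annotation. All 6 count columns of the table were matched to a library by name. The table holds 17092 genes with an NCBI Gene ID and a symbol, of which 17043 IDs were found in the RefSeq gene table of GRCm38.p6, which was used only for names and for which genes neighbour each other. The 2 symbols that occur more than once were told apart by gene ID. *Aff3ir* was not analysed here.

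The estimated counts deposited by the authors were rounded to whole numbers, after which 27 genes had 0 counts in every library. Total counts ranged from 17435133 to 17726034 in WT (median 17673414) and from 18209421 to 18252330 in *Aff3ir-ORF2-/-* libraries (median 18215918). The 10 genes with the most counts took 6.34% to 7.01% of a library. A count of 3 in every library of a genotype was taken as the detection floor, and a fold against a genotype at the floor was computed against 3 counts. Such floors cover counting error only.

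Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 13075, and tested with edgeR's quasi-likelihood test after TMM normalization, without covariates. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Principal components were computed on log2 CPM with a prior count of 2. The biological coefficient of variation was estimated in each genotype alone, and pairs of libraries were compared by chi-square tests over genes with at least 20 counts in the pair. R 4.3.3, limma 3.58.1, DESeq2 1.42.0 and, for figures, Python 3.11.15 with matplotlib 3.10.9 were used.

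Before the data were examined, 23 gene lists were written by hand: leukocyte adhesion and activation, NF-κB and inflammatory genes, interferon-stimulated genes, the *Irf* family, the paper's *Irf5* targets and inflammatory genes, markers of macrophages, T cells, B cells, neutrophils, erythroid, endothelial, epithelial, skeletal muscle, neural, smooth muscle, fibroblast, adipocyte, and cartilage and bone cells, cell cycle, p53 and senescence, sex-linked and Hox genes. The 14 lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01. A list of 30 immediate-early genes was added after the most changed genes had been seen. The genes named in the text follow a rule fixed before the data were examined: the genes the paper names or measures in these cells, the *Irf* family, the 5 largest changes in each direction among genes past both thresholds, with an average log2 CPM of at least 1 and no overlap between genotypes, up to 6 members of a discussed list by adjusted p and up to 4 by counts, and the sex-linked genes. Other genes are named where a count of a list needs them, chosen after their values were seen. Some genes that follow from these rules are not reported here. The direction of a list under an alternative was read from its median in place of camera's direction, a choice made after the first values were seen, because camera's direction of the interferon list changed between settings at adjusted p values far over the threshold.

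The functions were tested on simulated data drawn from the means and library sizes of these libraries. With 198 of 13053 tested genes changed by 3-fold, edgeR called all 198 and 3 others. With no gene changed and the unequal spread of the genotypes, edgeR called 0 of 13043 genes, with 648 at an unadjusted p under 0.05.

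The alternatives fixed before the data were examined were other scalings (DESeq2's size factors, upper quartile, total counts only), other filters (none, or at least 10 counts in every library), DESeq2's Wald test, limma voom with a quality weight per genotype, the replicate number as a block, leaving out each library in turn, the unadjusted p, a 2-fold change, a test against a 1.5-fold change, other settings of the principal components, and camera with an estimated correlation or fry for the lists. A correction for GC content and transcript length, taken from the longest GENCODE M21 transcript of each symbol (97.8% of tested genes), and DESeq2 on all genes with a 2-fold change were added later, the latter after several combinations of tool, p-value and fold change had been looked at. GO, ChEA3, DisGeNET and the atherosclerosis-related gene dataset were not used here, so the enrichment, the transcription factor prediction and the overlap with that dataset were not repeated.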

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

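The signals below are in gene lists that the paper does not discuss, higher in *Aff3ir-ORF2-/-* than in WT MEFs, from lists written before the data were examined. The tests were chosen only after their results were seen, except the scaling and GC content tests of the macrophage list. The correction for GC content itself was added after other results had been seen, and the test of the fibroblast share replaced a test on the endothelial median, whose sign changed between settings.

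The macrophage list had a median log2 fold change of 6.27, or 6.06 with the 6 genes at the detection floor in WT set to their lower bounds. All 28 tested genes of the list were higher past both thresholds and higher in each *Aff3ir-ORF2-/-* library than in each WT library (camera adjusted p = 1.40e-56, fry adjusted p = 6.48e-04, and 0.141 with an estimated correlation). Its most abundant genes rose with the rest. *Lyz2* went from 10.4 ± 0.963 to 1085 ± 289 CPM, *Mpeg1* from 1.59 ± 0.269 to 184 ± 47.9 and *Ctss* from 0.879 ± 0.233 to 162 ± 30.0 (SD, n = 3). *Lilrb4a*, *Cd53*, *Tyrobp*, *Trem2* and *Hcls1* had log2 fold changes of 7.01, 4.95, 6.92, 6.37 and 5.37, and *Spi1* was at least 54.0-fold higher. *Lyz2* and *Lilrb4a* have close paralogs with which reads could be shared. The list took 0.00303% of the counts in WT and 0.218% in *Aff3ir-ORF2-/-* libraries. Of the 29 listed genes, 13 had more than 3 counts in every WT library, and 4 of the tested genes are in another list. Scaling and library size argue against themselves as the cause, since the median was 6.27 at its lowest under the 3 other scalings. So does bias by GC content or transcript length, since the median was 6.25 after correction. A lower share of fibroblasts, with the other cell types in unchanged proportion, would raise the markers of these types alike. Of the 15 tested endothelial and neural genes, 5 fell past both thresholds and 6 rose, so no such even rise was seen. This reading assumes that the fibroblasts do not express these genes. It cannot decide on a lower share of fibroblasts with more of a single other cell type. Macrophages in the *Aff3ir-ORF2-/-* cultures and expression of these genes by the fibroblasts cannot be told apart by the 28 of 28 genes that rose, since this count is the pattern itself. Within the *Aff3ir-ORF2-/-* libraries, the list's median was 0.48 (log2) higher in replicate 2 and 0.78 higher in replicate 3 than in replicate 1, above all of 10000 random lists matched on expression (percentile 100 for both), which is what a share of macrophages that varies between cultures would give, and joint regulation of these genes in the fibroblasts could give it as well. Whether such cells would have come with the isolation of the cultures or through the loss of *Aff3ir-ORF2* stays open. Genotype and culture go together in this design, so an effect of the genotype was not tested apart from the cultures.

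The smooth muscle list had a median log2 fold change of 0.75 (camera adjusted p = 3.32e-11), with 7 of 10 genes higher past both thresholds and 0 lower. At an unadjusted p under 0.05 and any size of change, 8 were higher and 1 lower. *Myh11* had a log2 fold change of 3.29, *Cnn1* of 1.71, *Mylk* of 1.47, *Actg2* of 1.44, *Acta2* of 0.84, *Tagln* of 0.66 and *Myl9* of 0.65. The median was 0.75 at its lowest under the other scalings and 0.74 after correction for GC content and transcript length, which argues against these as the cause. MEFs express the list without the knockout, since 10 of its 10 genes had more than 3 counts in every WT library. A change of the fibroblasts and another mix of cells both stay open, and neither was tested.

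The adipocyte list had a median of 1.55 over 5 tested genes (camera adjusted p = 0.00287, 0.0596 without a filter on low counts, and from 1.02e-05 to 0.188 over the alternatives). Of its 9 listed genes, 4 had more than 3 counts in every WT library. The median was 1.55 at its lowest under the other scalings and 1.55 after the GC content and length correction, which argues against both. Adipocytes argue against themselves as the source, since *Adipoq*, *Plin1*, *Cidec* and *Retn* did not exceed 2 counts in a *Aff3ir-ORF2-/-* library. The genes that rose past both thresholds were *Cd36*, *Fabp4* and *Cebpa* (log2 fold changes of 7.97, 1.67 and 1.55). *Lpl* rose by less (0.28, adjusted p = 0.0329 in edgeR's quasi-likelihood test) and *Pparg* was lower without passing the threshold (-0.58, adjusted p = 0.104). These 5 genes were named after their values were seen. What raised 4 of them stays open.

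The p53 and senescence list had a median of 0.35 over 16 tested genes, 5 higher and 1 lower past both thresholds (camera adjusted p = 0.0135). All 16 had more than 3 counts in every WT library. The median was 0.35 at its lowest under the other scalings and 0.33 after the GC content and length correction, which argues against these. Age or passage of the cultures and the genotype both stay open, and neither was tested.

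The Hox list had a median of 0.67 over 35 tested genes, 18 higher and 0 lower past both thresholds (camera adjusted p = 7.33e-04). At an unadjusted p under 0.05 and any size of change, 22 were higher and 3 lower. In WT MEFs, 35 of the 39 listed genes had more than 3 counts in every library. *Hoxa3*, *Hoxa5*, *Hoxa6*, *Hoxc6* and *Hoxb8* had log2 fold changes of 2.26, 2.15, 1.54, 1.28 and 1.04, while *Hoxb9* and *Hoxd8*, which have high counts, were at 0.20 and 0.05, and *Hoxd8* was at -0.012 without *Aff3ir-ORF2-/-* replicate 2. Without *Aff3ir-ORF2-/-* replicate 3, *Hoxb9* passed the threshold at 0.29 (adjusted p 0.00438, range 0.00438 to 0.279 over the alternatives). The median was 0.67 at its lowest under the other scalings and 0.68 after the GC content and length correction, which argues against both. All 18 higher genes were among the 21 of paralogue groups 1 to 8 (median 0.98), and 0 of the 14 genes of groups 9 to 13 passed (median 0.09). At an unadjusted p under 0.05 and any size of change, 3 of these 14 were higher and 3 lower, the latter being *Hoxa10* (-0.35), *Hoxc10* (-0.41) and *Hoxd13* (-0.42), named after their values were seen. Across the 35 genes, which are not independent replicates, Spearman's rho between the group number and the log2 fold change was -0.68 (Pearson's r -0.67, permutation p = 1e-05 for rho, the smallest that 100000 permutations can give). Hox genes of low group number are expressed toward the anterior of the embryo, so a candidate explanation is that the *Aff3ir-ORF2-/-* cultures held more cells from anterior parts of the embryos. An effect of the genotype on these genes stays open.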

How the results depend on the processing

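The alternatives were set before the data were examined, except the correction for GC content and transcript length and DESeq2 on all genes with a 2-fold change, which were chosen after seeing the data. The settings for FPKM or TPM values were not run, because counts were analysed.

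The numbers of higher and lower genes stayed within 1.5 times of 1851 and 951 under the other scalings, filters and tools, the unadjusted p, the GC content and length correction and each omission of a library (from 1780 to 1917 higher and from 898 to 1030 lower genes across the 6 fits that each left out one replicate). The settings that asked for a larger change moved both counts. A 2-fold change gave 1096 and 317 genes, the test against a 1.5-fold change 1074 and 410, and DESeq2 on all genes with a 2-fold change 1164 and 311. The share of higher calls was 66.1%, and 66.0%, 69.9% and 69.1% with DESeq2's size factors, the upper quartile and total counts. The median log2 fold change of all tested genes was at most 0.04 under these scalings. Of the 2802 genes called, limma voom with quality weights kept 2733, DESeq2 2619 and the filter of 10 counts in every library 2189.

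The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their genotype means correlated at 0.0386, 0.0424 and 0.0145. With the replicate block, 1854 genes were higher and 954 lower, 8 lists were higher and 1 lower, and the adjusted p of *Ptgs2* and *Rrm2* rose to 0.0788 (range over the alternatives 4.67e-04 to 0.0788) and 0.0590 (8.28e-09 to 0.0590).

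The share of the first principal component was 84.2% with at least 10 counts in every library, 95.4% over the 500 genes with the largest variance, 62.8% with scaled genes, and from 86.5% to 89.3% across the 6 fits that each left out one replicate. Across these 6 fits the coefficient of variation ranged from 0.0152 to 0.0230 in WT and from 0.0641 to 0.119 in *Aff3ir-ORF2-/-* MEFs, and their ratio from 3.48 to 6.64, the lowest *Aff3ir-ORF2-/-* value being without *Aff3ir-ORF2-/-* replicate 2.

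With camera's correlation estimated from the data, 0 lists were higher and 0 lower, against 8 and 1 with the preset value. Medians do not depend on this setting. They were 0.56 for the leukocyte list (adjusted p 0.188), 0.52 for the NF-κB list (0.496) and 6.27 for the macrophage list (0.141). Under fry, 9 lists were higher and 1 lower. The median of the interferon list ranged from -0.15 to 0.18 across the 6 fits that each left out one replicate, and in none of the alternatives did it pass the threshold (lowest adjusted p 0.253). The endothelial median, -0.39 over 7 tested genes, was 0.99 without a filter and ranged from -0.51 to 0.44 when a replicate was left out. The neural median, -0.33 over 8 genes, was 0.37 without a filter and ranged from -0.52 to 0.42.

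Among named genes, *Irf3* (-0.02) was at 0.018 with the upper quartile and 0.0084 with total counts, and ranged from -0.082 to 0.051 when a replicate was left out. Across the same 6 fits *Cd44* ranged from -0.14 to 0.094, *Hoxd8* from -0.012 to 0.10, *Irf7* from -0.13 to 0.39 and *Kdm5d* from -0.043 to 0.20, with the changed sign of these 4 without *Aff3ir-ORF2-/-* replicate 2. After the GC content and length correction *Hoxd8* was at -6.94e-04 and *Lgals1* at -0.025. The cause of these changes was not tested. Over the single genes and the lists other than the leukocyte, NF-κB, interferon and macrophage lists, 22 values changed sign, 29 lost and 8 gained the threshold, and 1252 did neither. Depth limits genes at the detection floor in WT to lower bounds and leaves *Il1b* and *Irf4* untested.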

Differences from the paper's values

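The paper gives 1167 upregulated genes, and 1851 were higher here. Of the alternatives set before the data were examined, requiring at least 10 counts in every library (1405), a 2-fold change (1096) and the test against a 1.5-fold change (1074) came within 1.5 times of the paper's number, and the others did not. The paper gives 310 downregulated genes, and 951 were lower here. The 2-fold change (317) and the test against a 1.5-fold change (410) came within 1.5 times of that number, and none of the other alternatives set before the data were examined did. DESeq2 on all genes with an adjusted p under the threshold and a 2-fold change, a setting chosen after seeing the values of several combinations of tool, p-value and fold change, gave 1164 and 311. The paper's text gives a 1.5-fold change as the criterion, while the dashed lines of Figure 4B stand at a log2 fold change of about 1 (Figure 4B, read by eye).

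For 5 genes, the paper's RT-PCR values in MEFs of both genotypes (n = 6 independent experiments per genotype) were turned into log2 ratios of the paper's means, with errors from its SEM. They come from another assay and other samples than the RNA-seq. *Ccl5* was at the paper's 2.04 (error 0.31) by RT-PCR and at -2.08 in the RNA-seq. *Cxcl10* was at the paper's 2.29 (error 0.26) and at -2.33. *Icam1* was at the paper's 3.29 (error 0.29) and at 2.79, higher in both assays, a difference of 1.55 times the combined error. *Irf5* was at the paper's -0.27 (error 0.44) and at 1.19, and *Irf8* at the paper's -0.65 (error 0.33) and at 5.74. None of the alternatives set before the data were examined brought any of the 5 genes within the larger of its errors in the 2 assays, the nearest value of *Icam1* being 2.93 without *Aff3ir-ORF2-/-* replicate 1.

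The paper states that *Ccl5* and *Cxcl10* rise in *Aff3ir-ORF2-/-* MEFs, and both were lower here in each of the 3 *Aff3ir-ORF2-/-* libraries than in each WT library. It states that the levels of *Irf5* and *Irf8* did not change with the deficiency, and both were higher here.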

Other observations

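The tests of counting noise, of the interferon list, of both exchanges of labels, of the immediate-early list, of the Y-linked genes, of the share of the top genes and of the WT spread were chosen only after the results were seen, and the interferon test replaced a test on the list's median after that value was seen.

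Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes past both thresholds (2802). The other 9 gave 0, with 14 to 38 genes at an unadjusted p under 0.05 and a 1.5-fold change, against 2892 for the real one. With 10 splits a share under 0.05 cannot be reached, so the share of splits alone decides nothing. Random variation between replicates with unequal spread argues against itself as the cause of the numbers, since 0 genes were called in simulated libraries with no genotype effect and the observed unequal spread, with 46 at an unadjusted p under 0.05 and a 1.5-fold change. A difference between the cultures other than the genotype stays open. A few dominant genes argue against themselves too, as the 10 genes with the most counts took at most 7.01% of a library. The small spread among the WT libraries was not due to depth, since the median WT total was 0.970 of the *Aff3ir-ORF2-/-* median. One WT culture sampled 3 times could give WT pairs whose chi-square over degrees of freedom is at most 1.71, but separate and shared cultures cannot be told apart without a record of the cultures.

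*Ccl5* and *Cxcl10* were lower in *Aff3ir-ORF2-/-* MEFs while *Icam1* and *Il6* were higher. Counting noise argues against itself, since the larger adjusted p of the pair was 2.14e-04 in edgeR's quasi-likelihood test and the counts of the genotypes did not overlap. A general fall of interferon-stimulated genes is also argued against, since 8 of the 32 other tested genes of that list were higher past both thresholds and 2 lower (median 0.08). *Oasl1* (-3.68) and *Ifit1* (-0.92) fell, while *Irgm1* (1.23), *Ifit3* (0.94) and *Ddx58* (0.56) rose. An exchange of the labels in the deposited counts after the paper's own analysis is argued against, since 66.1% of the genes past both thresholds were higher, as most are in the paper's numbers, and such an exchange would make most of them lower. An exchange before that analysis would leave this share as it is. It would also turn *Icam1*, which was at 2.79, in the direction the paper gives by RT-PCR, and *Vcam1* (0.70), which the paper states to be higher in *Aff3ir-ORF2-/-* MEFs under disturbed flow. *Il6* (1.67) was higher as well. With *Ccl5* and *Cxcl10* against the paper's direction, these genes with it and the targeted transcript not analysed here, this exchange cannot be told apart from a difference between the samples of the assays.

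*Irf8* rose from replicate 1 to 3 of the *Aff3ir-ORF2-/-* libraries (82, 125 and 153 counts), the order in which the macrophage list rose, and whether the signals share a source was not tested. The leukocyte list did not rest on genes shared with the blood cell lists alone, since without these the list still had a camera adjusted p of 2.62e-07. The 47 tested genes left still held 5 at the detection floor in WT, such as *Vav1*. This removal therefore cannot tell macrophages from fibroblasts as the source of the list's rise.

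*Aff3* was lower in *Aff3ir-ORF2-/-* MEFs. Counting noise argues against itself as the cause (adjusted p = 1.23e-05 in edgeR's quasi-likelihood test, log2 fold change -1.06, between -1.14 and -0.98 over the alternatives). A regional change is argued against, since the median absolute log2 fold change of the 40 nearest tested genes (0.26) was at percentile 39.1 of 12236 windows of as many genes, and 6 of the 40 passed both thresholds (15%, against 21.4% of all tested genes). The nearest tested genes, *Rev1* and *Lonrf2*, had log2 fold changes of 0.05 and 0.25, both within the replicate error. Loss of reads shared with the nested gene and lower transcription of *Aff3* stay open.

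Among genes with an average log2 CPM of at least 1, the 5 largest decreases held 4 immediate-early genes. Of 29 tested genes of the immediate-early list, 21 were lower past both thresholds and 0 higher (1 at an unadjusted p under 0.05 and any rise), with a median of -0.96. Serum or handling at harvest could give this, but the list was written after the top genes were seen. Without a record of the harvests, serum or handling cannot be told apart from an effect of the genotype (21 genes lower).

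Cell cycle genes were lower, with 13 of 26 past both thresholds, 0 higher (1 at an unadjusted p under 0.05 and any rise) and a median of -0.60 (camera adjusted p = 3.28e-08). *Mcm6*, *Mcm4*, *Mcm7* and *Mcm2* had log2 fold changes of -1.17, -1.08, -0.97 and -0.96, *Pcna* of -0.90, *Rrm2* of -0.87, *Top2a* of -0.73 and *Mki67* of -0.58. In the NF-κB list, *Nfkbiz* (-0.92), *Tnfaip3* (-1.05) and *Ptgs2* (-1.13) were lower and *Ccl2* (0.64) higher, and *Mmp3* (0.65, adjusted p = 0.0537) passed the threshold with DESeq2 (0.0180), limma voom with quality weights (0.0471) and without *Aff3ir-ORF2-/-* replicate 1 (6.83e-05), with a range from 6.83e-05 to 0.184 over the alternatives. *Rrm2* was at 0.0525 without WT replicate 2 and 0.0514 without WT replicate 3 (range 8.28e-09 to 0.0590).

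Of the sex-linked genes, *Ddx3y*, *Eif2s3y* and *Uty* had log2 fold changes of 0.61, 0.81 and 0.62, while *Kdm5d* was at 0.07 (standard error 0.12). A larger share of male cells alone would raise these genes by the same factor. The ratio of *Kdm5d* to the sum of the other 3 Y-linked genes was at most 0.125 in *Aff3ir-ORF2-/-* and at least 0.177 in WT libraries. A larger share of male cells as the only change is thus argued against. Together with a separate fall of *Kdm5d* it would give these values, so it stays open.

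The fibroblast, endothelial and neural lists gave no shift as sets. The fibroblast list had a median of -0.14 over 15 tested genes (camera adjusted p = 0.955), the endothelial list -0.39 over 7 (0.955) and the neural list -0.33 over 8 (0.496). The paper's inflammatory genes had a median of 0.70 over 5 (0.121, and 0.0290 without *Aff3ir-ORF2-/-* replicate 1, range 0.00273 to 0.433 over the alternatives). The *Irf* family was higher, with a median of 0.48 over 7 (0.0210, and 0.0933 without *Aff3ir-ORF2-/-* replicate 2, range 0.00209 to 0.257 over the alternatives). Too few genes of the other lists were tested for a set test. Past both thresholds were 0 of 1 T cell (0 also at an unadjusted p under 0.05), 2 of 2 B cell (1 higher, 1 lower), 1 of 1 neutrophil, 1 of 3 epithelial, 2 of 4 skeletal muscle and 3 of 4 cartilage and bone genes (1 higher, 2 lower), 3 of 4 sex-linked genes and 3 of 3 of the paper's *Irf5* targets (1 higher, 2 lower), and 0 erythroid genes were tested.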
